# SnRNA-Seq of Pancreas Revealed the Dysfunction of Endocrine and Exocrine Cells in Transgenic Pigs with Prediabetes

**DOI:** 10.3390/ijms24097701

**Published:** 2023-04-22

**Authors:** Huanqi Peng, Kaiyi Zhang, Jiakun Miao, Yu Yang, Shuang Xu, Tianwen Wu, Cong Tao, Yanfang Wang, Shulin Yang

**Keywords:** pancreas, single-nucleus RNA-sequencing, transgenic pig, TXNIP, prediabetes

## Abstract

Diabetes poses a significant threat to human health. Exocrine pancreatic dysfunction is related to diabetes, but the exact mechanism is not fully understood. This study aimed to describe the pathological phenotype and pathological mechanisms of the pancreas of transgenic pigs (PIGinH11) that was constructed in our laboratory and to compare it with humans. We established diabetes-susceptible transgenic pigs and subjected them to high-fat and high-sucrose dietary interventions. The damage to the pancreatic endocrine and exocrine was evaluated using histopathology and the involved molecular mechanisms were analyzed using single-nucleus RNA-sequencing (SnRNA-seq). Compared to wild-type (WT) pigs, PIGinH11 pigs showed similar pathological manifestations to type 2 diabetes patients, such as insulin deficiency, fatty deposition, inflammatory infiltration, fibrosis tissue necrosis, double positive cells, endoplasmic reticulum (ER) and mitochondria damage. SnRNA-seq analysis revealed 16 clusters and cell-type-specific gene expression characterization in the pig pancreas. Notably, clusters of Ainar-M and Endocrine-U were observed at the intermediate state between the exocrine and endocrine pancreas. Beta cells of the PIGinH11 group demonstrated the dysfunction with insulin produced and secret decreased and ER stress. Moreover, like clinic patients, acinar cells expressed fewer digestive enzymes and showed organelle damage. We hypothesize that TXNIP that is upregulated by high glucose might play an important role in the dysfunction of endocrine to exocrine cells in PIGinH11 pigs.

## 1. Introduction

Diabetes and its complications are a significant threat to human health. In 2021, 536.6 million people (age from 20 to 79) were estimated to have diabetes, which is predicted to increase to 783.2 million by 2045; of these, more than 90% are expected to have type 2 diabetes mellitus (T2DM) [1,2]. Beta cell dysfunction is known to cause diseases related to T2DM [1,3]. Clinically, many people with diabetes have exocrine pancreatic dysfunction (EPD). EPD is reported in 40% of patients with type 1 diabetes mellitus (T1DM) and 27% of patients with T2DM [4,5]. Given this high prevalence, more research is necessary to prove EPD’s pathogenesis and its association with diabetes. The pancreas is a bifunctional organ with internal heterogeneity. The predominant exocrine pancreas includes acinar and ductal cells, which produce and deliver digestive enzymes to the intestine. Interspersed with the exocrine pancreas are the islets of Langerhans, consisting of five different endocrine cell types, including alpha cells, beta cells, gamma cells, delta cells, and epsilon cells. It is critical to study cell-type-specific gene expression in health and disease in order to understand the molecular mechanisms involved in metabolic disorder-related diseases and those that govern pancreatic function. Previous single-cell RNA-sequencing (ScRNA-seq) studies investigating the heterogeneity of human pancreatic tissue have been mostly limited to pancreatic islets [6,7,8,9,10], and only a small number of exocrine cells from single-cell studies have been reported [11,12]. Moreover, there is no research to describe the characterization of the pancreas that considers both the exocrine and endocrine pancreas in diabetes. Nowadays, pre-clinical research on the pancreas mainly depends on animal models because there is limited access to pancreatic tissue from human patients. Rodent models are the most widely used animal models for metabolic disorder-related diseases [13]. Pigs have unique advantages in terms of the study of these diseases related to pancreatic function. For example, the anatomy and physiology of pigs are more similar to humans, porcine islets are a potential source of islet xenotransplantation, and the ethical issues related to animal research in pigs are lesser than in non-human primates [14,15].

We have successfully constructed a metabolic disorder pig model (PIGinH11) by knocking in three human disease susceptibility genes (GIPR^dn^, hIAPP, and PNPLA3^I148M^), governed by a tissue-specific expressing promoter of a beta cell or liver, to the H11 locus on chromosome 14 of the pig genome. The dominant-negative glucose-dependent insulinotropic polypeptide receptor (GIPR^dn^) inhibits islet beta cell differentiation and proliferation. The human islet amyloid polypeptide (hIAPP) promotes the apoptosis of beta cells. The patatin-like phospholipase domain-containing three variant I148M (PNPLA3^I148M^) promotes lipid deposition and increases the recruitment of inflammatory cells in the liver. Our previous studies have shown that PIGinH11 pigs exhibit impaired glucose tolerance, pancreatic fat infiltration, compensatory islet proliferation, and inflammation infiltration in the liver and visceral adipose tissue after 12 weeks of high-fat and high-sucrose diet (HFHSD) induction. They showed the typical characteristics of glucolipid metabolism disorders found in human patients [16]. In this study, we performed a prolonged HFHSD induction in transgenic and wild-type pigs. For pancreatic tissues, pathological features were evaluated in three dimensions: serological indices, pathological sections, and electron microscopy. Moreover, to obtain comprehensive pancreatic cellular data (including endocrine pancreas), we used complete pancreas tissues without the isolation of islets for single-nucleus RNA-sequencing (snRNA-seq) in order to account for the mechanism of pancreatic injury in PIGinH11 pigs. Subsequently, we compared our data with healthy humans or T2DM patients to provide support for the use of PIGinH11 pigs in metabolic disorder research.

## 2. Results

### 2.1. Serological Parameters Indicating the Metabolic Disorders in PIGinH11 Pigs

The serum biochemical parameters related to the metabolism homeostasis of glucose and lipids between the PIGinH11 and WT pigs after 12 months of dietary intervention are listed in Table 1. The results showed that the insulin, total cholesterol (TC), and the high-density lipoprotein (HDL-C) levels were significantly lower in the PIGinH11 group than in the WT group. Moreover, the increasing glucose trend was observed in the PIGinH11 group (*p* = 0.067). Glucagon was not significantly different between the two groups. Thus, compared to the WT pigs, the PIGinH11 pigs exhibited reduced insulin and increased glucose, implying the dysfunction of islets in these pigs.

### 2.2. Pancreatic Tissue Damaged with Dietary Intervention in PIGinH11 Pigs

After 12 months of dietary intervention, there was little intralobular fat deposition in the pancreas of WT pigs (Figure 1A–C), which is consistent with the results of the 23-month HFHSD intervention [17]. In contrast, the fat infiltration can be observed in the interlobular area of the pancreas in the PIGinH11 pigs after just 8 months of dietary intervention (Figure 1D,E), and it can be seen that the fat deposition increased in both the inter and intra lobules at the following experimental stages. Up to 12 months, the ratio of the intralobular fat deposition was more than half of these areas (Figure 1G). Some parts of the parenchymal exocrine tissue appeared to have necrosis and inflammatory infiltration (Figure 1H). The cells within the islets of the PIGinH11 pigs appeared swollen (Figure 1I). It is also worth noting that after the 18-month HFHSD intervention, PIGinH11 individuals showed more severe fat necrosis (Figure 1J), fibrosis (Figure 1K), and inflammatory infiltration (Figure 1L). These results demonstrate that the PIGinH11 pigs were more susceptible to energy-overload-induced fat deposition in the pancreas, and that this irreversible damage affected the pancreatic function in PIGinH11 pigs.

The transmission electron microscopy (TEM) scans of the pancreatic tissue were compared between the PIGinH11 and the WT pigs having undergone 12 months of dietary intervention. The endoplasmic reticulum (ER) was smooth and flat, and the mitochondria showed a normal shuttle shape in the WT group (Figure 2A–C). The beta cells from the PIGinH11 pigs exhibited ER dilatation and cyclization (Figure 2D). We also observed some double positive cells (individual cells containing both zymogen granules and insulin granules or glucagon granules) (Figure 2E,F). This may be related to the plasticity between the acinar and endocrine cells. Acinar cells from PIGinH11 pigs contain the swollen mitochondria (Figure 2G), separated inner and outer nuclear membranes (Figure 2H), and enlarged endoplasmic reticulum gaps (Figure 2I). This observation reveals that both the endocrine and exocrine cells of the PIGinH11 pigs were damaged at the organelle level, which in turn, affected the physiological function of the pancreas.

### 2.3. Single-Nucleus RNA-Sequencing Reveals Characterization of Pig Pancreatic Cell Types

To further investigate the pathological changes in the pancreas of PIGinH11 pigs at the cellular and molecular levels, we conducted single-nucleus transcriptome sequencing on the pancreas of PIGinH11 (*n* = 1) and WT (*n* = 1) pigs having undergone 12 months of dietary intervention. 

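In single-nucleus RNA sequencing, each nucleus is captured in a droplet, and its RNA is tagged with a barcode for the nucleus and a unique molecular identifier (UMI) for each molecule. One piece of pancreas was sequenced from 1 WT pig and 1 from a PIGinH11 pig, which carries GIPRdn, hIAPP and PNPLA3 I148M, so each group had 1 library and the spread between animals could not be measured. According to the sample labels, both pigs were 18 months old and received control diet up to the age of 6 months, then HFHSD for 12 months. The authors aligned the reads to Sscrofa11.1, counted UMIs per gene and barcode with Cell Ranger and deposited these raw counts, before their doublet removal and filters. The methods give Cell Ranger v3.1.0, while the header of both matrices gives v5.0.0. The WT matrix held 55784067 UMIs in 13619 barcodes, with a median of 3216 UMIs and 1651 genes per barcode. The PIGinH11 matrix held 26228811 UMIs in 14964 barcodes, with a median of 1181.5 UMIs and 818 genes, so that the median depth was 2.72 times higher in the WT library. From these counts, nuclei with 270 to 3700 genes, fewer than 13000 UMIs and less than 10% mitochondrial UMIs were retained. Doublets were scored with Scrublet in each library, and the highest-scoring 0.8% for each 1000 barcodes were removed. The nuclei of both libraries were clustered together after Harmony correction, with 115 of the genes reported here, 13 mitochondrial and 60 ribosomal protein genes left out of the clustering genes. Clusters were named from marker genes that contain neither the hormones nor the genes of Table S2, and a class is called acinar-like, beta-like and so on, since its borders were rebuilt and may differ from those of the study. Most of these markers come from File S1, whose genes the authors chose on the same libraries. For each class, UMIs were summed over the nuclei of a library and divided by all UMIs of that class (CPM, with these UMIs scaled to a total of 1000000), and changes are given as the log2 ratio of PIGinH11 over WT. Intervals are exact 95% intervals (Clopper–Pearson for shares and ratios, Poisson for CPM). They cover counting error only, and no test between the groups was made. For CPM and ratios of CPM, the UMIs of a class were taken as independent, so the spread between its nuclei is not covered. Over all genes with at least 20 UMIs in each library, the median log2 ratio was 0.23 in acinar-like, 0.15 in ductal-like, 0.12 in stellate-like, 0.10 in beta-like, 0.03 in alpha-like and endothelial-like, −0.13 in delta-like and −0.24 in gamma-like nuclei. Changes in acinar-like nuclei are therefore also given relative to this median (median-of-ratios scaling), and those in the other classes are by CPM.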

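The limits on genes, UMIs and mitochondrial share removed few barcodes. In the WT library, 336 barcodes exceeded the gene maximum and 284 reached the UMI limit, compared with 51 and 28 in the PIGinH11 library, and 13189 and 14907 barcodes passed these limits. Among all barcodes, Scrublet called 1484 (10.9%) doublets in the WT library and 1791 (12%) in the PIGinH11 library. With both steps applied, 11854 WT nuclei (87% of barcodes) and 13126 PIGinH11 nuclei (87.7%) were retained, which made 24980 nuclei. The alternative that changed these numbers most was the UMI limit of 1300 printed in the methods, under which 1888 WT nuclei and 7305 PIGinH11 nuclei were retained.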

After data quality control and gene expression quantification, a total of 25,383 nuclei of a high quality were subjected to the proceeding analysis, including 12,133 nuclei in the WT group and 13,250 nuclei in the PIGinH11 group. 

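The nuclei retained held 43625670 UMIs in the WT library and 22393692 in the PIGinH11 library. Their median was 3016.5 UMIs and 1571 genes per nucleus in the WT library, and 1167 UMIs and 809 genes in the PIGinH11 library. The make-up of the UMIs in the matrices also differed. Mitochondrial genes took 0.136% of the WT UMIs and 0.0482% of the PIGinH11 UMIs, and ribosomal protein genes took 0.667% and 0.335%. The trypsinogen gene PRSS2 alone took 4.42% of the WT UMIs and 0.521% of the PIGinH11 UMIs.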

More details of the quality control process are shown in Table S1 and Figure S1. All the cell gene matrices from the two samples were imported into the Seurat for cell clustering. 

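Joint clustering of the 24980 nuclei gave 20 clusters, of which 19 held at least 20 nuclei and 18 could be named. Clusters 1 to 5 were acinar-like, with some of the naming markers EXTL1, CHN2, CDH4, EFEMP1, AGMAT and ADAD1 among the 10 leading genes of each. Clusters 6, 7 and 14 were ductal-like, clusters 9 and 12 endothelial-like, and clusters 11, 13, 17 and 19 endocrine-like. Cluster 10 was stellate-like, cluster 15 immune-like (named by macrophage markers), cluster 16 mural-like (pericytes or smooth muscle) and cluster 18 Schwann-like. HSP70.2, a heat-shock gene, was among the leading genes of acinar-like cluster 4. Cluster 8 stayed unnamed, as it met the markers of no class, and its leading genes were digestive enzymes such as CELA2A, PRSS2, CLPS and CTRC. When clustered again on their own, endocrine-like nuclei fell into 6 clusters and immune-like nuclei into 4.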

In total, 16 separate cell clusters were identified using a semi-supervised cell annotation method (Figure 3A). These clusters included the exocrine pancreas (acinar and ductal cells), endocrine pancreas (alpha, beta, delta, gamma, epsilon cells, and an uncharacterized endocrine cluster named Endocrine-U), pancreatic stellate cells, macrophages, endothelial cells, and Schwann cells. Both the PIGinH11 and WT groups contributed equally to most cell clusters, except for the endothelial and endocrine cells (Figure 3B,F). 

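The classes differed in size and in depth. Acinar-like nuclei numbered 8420 in the WT library and 9126 in the PIGinH11 library, with medians of 2864 and 1199.5 UMIs, and ductal-like nuclei 2147 and 2188, with medians of 3410 and 1026. The endocrine-like class held 283 and 542 nuclei, with medians of 3472 and 1283.5 UMIs. In the endocrine-like nuclei, an alpha-like (62 and 88 nuclei), a beta-like (134 and 135), a delta-like (28 and 64) and a gamma-like cluster (9 and 38) could be named, while endocrine clusters 2 (34 and 152) and 5 (16 and 65) stayed unnamed because acinar markers matched them best. No epsilon-like cluster was found. Immune-like nuclei contained macrophage-like (42 and 70 nuclei) and lymphocyte-like (22 and 41) nuclei. An unnamed immune cluster, which acinar markers matched best, made up 12.3% of the immune-like nuclei in the WT library and 21.8% in the PIGinH11 library.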

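The endothelial-like and endocrine-like shares of all nuclei differed by more than the counting error. Endothelial-like nuclei made up 2.35% of the WT nuclei (95% interval 2.08 to 2.63) and 4.11% of the PIGinH11 nuclei (3.78 to 4.47). Endocrine-like nuclei made up 2.39% (2.12 to 2.68) and 4.13% (3.8 to 4.48). Schwann-like nuclei contributed 0.396% and 0.389%. Immune-like nuclei made up 0.616% (0.483 to 0.774) and 1.08% (0.912 to 1.27), and macrophage-like nuclei alone 0.354% and 0.533%. The unnamed enzyme-rich cluster 8 contributed 3.15% (2.84 to 3.48) of the WT nuclei and 1.49% (1.29 to 1.72) of the PIGinH11 nuclei, and counting it as acinar-like was an alternative chosen after seeing the data. Some clusters were drawn mainly from 1 library, and these may reflect that library and not a type. Only 23.3% of the nuclei of endothelial-like cluster 12 and 13.8% of those of endocrine-like cluster 19 came from the WT library.

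**Figure D1:**
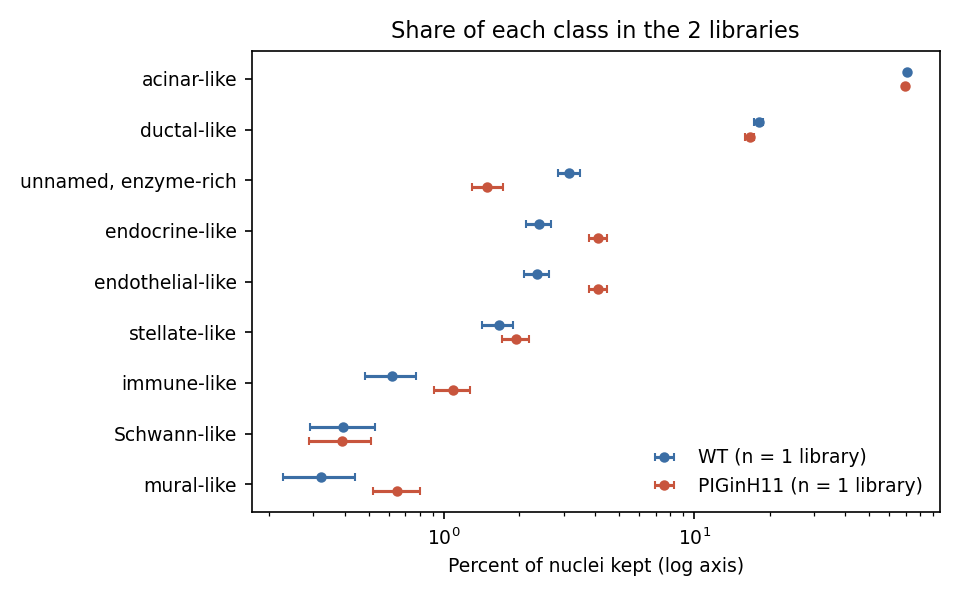
Share of all nuclei retained, in percent on a log axis, for each class in the WT and PIGinH11 libraries (1 library per group). Points are shares and bars are exact 95% intervals, which cover counting error; the intervals of the endocrine-like and endothelial-like classes do not overlap between the libraries, and those of the Schwann-like class do.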

Firstly, the endocrine cells consisted of five types of cells, which are characterized by the expression of specific marker genes, including GCG (alpha cells), INS (beta cells), PPY (gamma cells), and SST (delta cells), as shown in Figure 3C. 

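Each hormone was highest in its class. GCG reached 4145 and 3077 CPM in the alpha-like nuclei of the WT and PIGinH11 libraries, against 28.4 and 16.6 CPM in acinar-like nuclei. PPY reached 5808 and 3497 CPM in gamma-like nuclei, from 230 and 288 UMIs, and 6.09 and 9.74 CPM in acinar-like nuclei. SST reached 2043 and 2180 CPM in delta-like nuclei and 2.28 and 4.1 CPM in acinar-like nuclei. Acinar-like nuclei should lack these hormones, so their UMIs there show the level of free RNA in the droplets. At least 1 GCG UMI was found in 95.2% and 87.5% of alpha-like nuclei (medians of 3683.5 and 2159.5 UMIs) and in 6.31% and 2.62% of acinar-like nuclei (medians of 2864 and 1199.5 UMIs). With each nucleus thinned to 500 UMIs, which left out 0 nuclei, these shares were 53.2% and 64.8% against 1.57% and 1.21%. For SST, the shares were 75% and 65.6% of delta-like nuclei (medians of 2710.5 and 1583 UMIs) against 0.76% and 0.679% of acinar-like nuclei, and 39.3% and 34.4% against 0.131% and 0.318% after thinning. For PPY, they were 66.7% and 60.5% of gamma-like nuclei (medians of 3353 and 1425 UMIs) against 1.72% and 1.57%, and 33.3% and 39.5% against 0.416% and 0.723% after thinning. INS was detected in 98.5% and 94.8% of beta-like nuclei (medians of 4229 and 2213 UMIs) against 44.8% and 13.1% of acinar-like nuclei, and in 85.8% and 77% against 13% and 6.03% after thinning.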

Strikingly, we identified rare epsilon cells that highly expressed GHRL (Figure S2A). 

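GHRL (ENSSSCG00000011568) lies on chromosome 13 of Sscrofa11.1 from 66442106 to 66453576. At least 5 GHRL UMIs were found in 2 of the nuclei retained, both of them endothelial-like, and in 5 barcodes before the filters. The highest count in an endocrine-like nucleus was 4 UMIs. At least 1 GHRL UMI was found in 7.42% of the WT and 4.61% of the PIGinH11 endocrine-like nuclei (medians of 3472 and 1283.5 UMIs), compared with 6.98% and 4.49% of acinar-like nuclei (medians of 2864 and 1199.5 UMIs) and 19.8% and 10.2% of endothelial-like nuclei (medians of 3857 and 1630.5 UMIs). Thinned to 500 UMIs, these shares were 0.707% and 0.923% in endocrine-like, 0.819% and 1.49% in acinar-like and 2.88% and 2.96% in endothelial-like nuclei. The share in endocrine-like nuclei was thus at the level of the background. When each endocrine-like nucleus was instead assigned to the hormone with the most UMIs relative to its level in acinar-like nuclei, for which 1 UMI was enough, 4 WT nuclei (1.41%) and 5 PIGinH11 nuclei (0.923%) were assigned to GHRL.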

Notably, we found a unique cluster (Endocrine-U), which did not strictly express any marked hormone that was like other endocrine cells (Figure S2A). Moreover, the correlation analysis between each cluster indicated that those cells were highly similar to beta cells, epsilon cells, and acinar-i cells (Figure S2B). 

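Endocrine clusters 2 and 5 were set beside Endocrine-U because they were the endocrine clusters left unnamed. The Endocrine-U markers EPB41L3, CNTN1, RGS17 and CHST9 were offered in the naming, but acinar markers matched both clusters best. That they correspond to Endocrine-U is therefore an assumption. In cluster 2, GCG reached 486 and 312 CPM, and in cluster 5 536 and 359 CPM, below the level of alpha-like nuclei in both libraries. INS reached 3697 and 216 CPM in cluster 2 and 511 and 701 CPM in cluster 5. The INS level in cluster 2 of the WT library rests on 34 nuclei. With nuclei assigned by hormone, 6.01% of the WT endocrine-like nuclei and 31% of the PIGinH11 endocrine-like nuclei had no UMI of GCG, INS, PPY, SST or GHRL. The median depth of cluster 2 was 1640.5 UMIs in the WT library and 689 UMIs in the PIGinH11 library, so a low hormone level is harder to detect there than in cluster 5, with medians of 4490 and 1388 UMIs.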

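Pearson correlations were computed between classes over 14649 genes, on the log2 scale of the CPM of both libraries summed, among genes with at least 10 CPM in a class; genes are not independent replicates, so no p-value is given. Endocrine cluster 2 had r = 0.83 with alpha-like, 0.82 with beta-like, 0.816 with delta-like, 0.805 with acinar-like, 0.778 with gamma-like and 0.775 with ductal-like nuclei. This order was not computed within each library and need not hold there. Only 18.3% of the nuclei of cluster 2 came from the WT library, and its INS level was 3697 CPM there and 216 CPM in the PIGinH11 library. Cluster 5 had r = 0.873 with acinar-like, 0.823 with alpha-like, 0.806 with beta-like, 0.801 with delta-like, 0.788 with ductal-like and 0.772 with gamma-like nuclei. The unnamed clusters 2 and 5 had r = 0.856 with each other, and alpha-like and beta-like nuclei had r = 0.876. An epsilon-like class and an Acinar-i-like class could not be named, so they were not compared.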

Subsequently, we performed PAGA analysis to rank the low-dimensional projection positions of the cells based on the similarity and dynamic change characteristics of the gene expression patterns, which shows the similarity between clusters. The Endocrine-U cluster was intermediate between the exocrine and endocrine cells (Figure 4F). This cluster might be a class of transition-state cells.

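PAGA was replaced by a count of neighbours in the Harmony-corrected space, over the 20 nearest neighbours of each nucleus. Among the neighbours of nuclei in endocrine cluster 2, 62.3% lay in the same cluster, 12.7% in a named endocrine class and 1.05% in the acinar-like class. For cluster 5, 29.1% lay in the same cluster, 17% in a named endocrine class and 6.36% in the acinar-like class. Neighbours in the beta-like class made up 2.47% for cluster 2 and 3.09% for cluster 5, while 97.3% of the neighbours of beta-like nuclei were beta-like. When doublets were not removed, 39.7% of the WT and 24.1% of the PIGinH11 nuclei in such mixed clusters were among the called doublets. From the place of Endocrine-U between the exocrine and endocrine cells, the paper proposes that this cluster is a class of transition-state cells.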

As for the exocrine pancreas, most identified cells were acinar cells, characterized based on the specific expression of digestive enzymes, such as PNLIP and CPB1. These data showed heterogeneity within acinar cells, including four special acinar clusters, idling acinar cell (Acinar-i), secretory acinar cell (Acinar-s), Acinar-REG (high expression of regenerating family member genes) and Acinar-M (high expression of mitochondria-related genes). 

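In acinar-like nuclei, PNLIP reached 2437 and 6662 CPM and CPB1 6553 and 4565 CPM in the WT and PIGinH11 libraries. These enzymes also gave UMIs in classes that should lack them, with 1383 and 1124 CPM of PNLIP and 1752 and 644 CPM of CPB1 in endothelial-like nuclei. Scaled to the UMIs per nucleus, this free RNA came to 62.9% of the acinar-like PNLIP level in the WT library and 22.3% in the PIGinH11 library, and to 30.4% and 18.5% of the CPB1 level.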

Ductal cells highly expressed the classical markers CFTR, SLC4A4, and KCNE3. 

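The 3 ductal markers were far higher in ductal-like than in acinar-like nuclei of both libraries. CFTR reached 2071 and 474 CPM in ductal-like nuclei of the WT and PIGinH11 libraries, against 66.5 and 55 CPM in acinar-like nuclei. SLC4A4 reached 26721 and 20650 CPM, against 393 and 421 CPM. KCNE3 reached 408 and 552 CPM, against 7.55 and 11.8 CPM. CFTR was thus lower in the PIGinH11 library and KCNE3 higher, from 17781 and 1570 UMIs of CFTR and 3503 and 1829 UMIs of KCNE3.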

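Ductal-like nuclei were clustered again on their own, with the reported genes left out of the clustering genes, and fell into 8 clusters. Acinar markers matched clusters 1, 3, 7 and 8 best, clusters 2 and 4 came closest to the ductal markers, and clusters 5 and 6 came closest to the markers of Ductal-TFF (TFF2, TFF1, TFF3 and MUC6). None of clusters 2, 4, 5 and 6 met any of these markers, so no Ductal-TFF-like cluster was named. MUC5B and MUC1 had no gene symbol in the matrices and were not used.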

Two distinct ductal clusters, Ductal and Ductal-TFF (high expression of genes related to mucus secretion), were identified, consistent with prior studies [9]. The pancreatic stellate cells were highly expressed PDGFRB, COL1A1, COL1A2, and macrophage, which were characterized by the expression of CD163, PTPRC, and ZEB2, and endothelial cells expressing FLT1, PLVAP, and VWF. 

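COL1A1 reached 385 and 234 CPM and COL1A2 583 and 368 CPM in stellate-like nuclei, with 184 and 135 CPM of COL1A2 in mural-like nuclei. PDGFRB reached 113 and 121 CPM in stellate-like nuclei and was higher in mural-like nuclei, with 455 and 576 CPM. In macrophage-like nuclei, CD163 reached 1233 and 830 CPM, with no UMI in the 22 and 41 lymphocyte-like nuclei. PTPRC reached 1258 and 875 CPM in macrophage-like nuclei and 4843 and 4177 CPM in lymphocyte-like nuclei. ZEB2 reached 2939 and 3950 CPM in macrophage-like nuclei, and was also found in mural-like (2397 and 2547 CPM), Schwann-like (1603 and 1954 CPM) and stellate-like nuclei (1154 and 1027 CPM). In endothelial-like nuclei, FLT1 reached 1362 and 1227 CPM, PLVAP 784 and 615 CPM and VWF 636 and 968 CPM. VWF reached 198 and 622 CPM in macrophage-like nuclei, from 23 and 69 UMIs.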

We also detected a cluster of Schwann cells expressing CDH19 and SCN7A (Figure 3D). 

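Schwann-like nuclei numbered 47 in the WT library and 51 in the PIGinH11 library. CDH19 reached 1841 and 1756 CPM and SCN7A 2845 and 3463 CPM in these nuclei. SCN7A was also found in beta-like nuclei, with 314 and 200 CPM, and in alpha-like nuclei, with 201 and 78.1 CPM.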

The marker genes are shown in Table S2. All these marker genes were used in human ScRNA-seq studies. The correlation analysis of the counterpart cell clusters between the species with a z-score supported these reliable cell annotations and confirmed the high level of similarity of the key gene expression patterns between humans and pigs (Figure 3E).

### 2.4. Cell-Type-Specific Expressing Genes in Each Cell Cluster

Almost each cluster cell number percentage in our data was similar to humans [11]; the cell cluster with the largest percentage in the porcine pancreas was the acinar cells (about 70%), followed by the ductal cells (about 18%). 

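Acinar-like nuclei made up 71% of the WT nuclei and 69.5% of the PIGinH11 nuclei (95% interval 68.7 to 70.3), and the intervals of the libraries overlap. Ductal-like nuclei made up 18.1% (17.4 to 18.8) and 16.7% (16 to 17.3). The alternative that changed the WT acinar-like share most was the UMI limit of 1300, under which it was 80.6%, and the WT ductal-like share was then 14.6%.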

The percentage of endothelial cells was also similar in humans and pigs (about 1.9%). However, the cell percentage of the pancreatic stellate cells was approximately twice as high in healthy humans (2.88%) as in WT pigs (1.64%). 

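Of the 11854 WT nuclei, 278 were endothelial-like, 199 of them in cluster 9 and 79 in cluster 12. Of the 13126 PIGinH11 nuclei, 540 were endothelial-like, 280 of them in cluster 9 and 260 in cluster 12. Across the 7 alternatives that could change it, the share in the WT library lay between 0.9% and 2.51%.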

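Stellate-like nuclei numbered 195 in the WT library, or 1.65% of all nuclei (95% interval 1.42 to 1.89), and 255 in the PIGinH11 library, or 1.94% (1.71 to 2.19). These intervals overlap, so a difference between the libraries was not detectable at this number of nuclei. Mural-like nuclei, which share some stellate markers, were counted apart, and human data were not analysed here.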

The proportion of endocrine cells in healthy humans was about 6% in that report, which may be related to their pancreatic sampling site and age, with a large inter-individual variation. 

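For the endocrine pancreas, 283 of the 11854 WT nuclei were in the 4 endocrine-like clusters, 104 in cluster 11, 134 in cluster 13, 34 in cluster 17 and 11 in cluster 19. Across the 7 alternatives that could change it, the endocrine-like share of the WT nuclei lay between 1.27%, with the UMI limit of 1300, and 2.5%, without doublet removal or with the double doublet rate.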

In WT pigs, the proportion was only 2.35% (Figure 3F). Subsequently, we focused on the expression of the transcription factors related to pancreatic function in various populations of endocrine cells and compared them with human data. There were several reported transcription factors (TFs) related to pancreatic biology in healthy humans that have similar expression patterns in pigs, such as NEUROD1, PAX6 (pan-endocrine cells), PDX1 (beta and delta cells), IRX1, IRX2 (alpha cells), ETV1 (gamma cells), ARX (alpha and gamma cells), and HHEX (delta and ductal cells) [8,18]. Moreover, some unique TF expression patterns in pigs were identified from our data, including NKX6-1 (ductal, alpha, beta cells), ESR1, and RXRG (alpha, beta, and delta cells), which are beta-cell-specific transcription factors in healthy humans. 

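PAX6 reached 380 and 342 CPM in alpha-like, 347 and 346 CPM in delta-like and 177 and 134 CPM in gamma-like nuclei of the WT and PIGinH11 libraries, against 1.16 and 2.75 CPM in acinar-like nuclei. NEUROD1 was lower, with 21.9 and 14.9 CPM in alpha-like, 25.2 and 37.6 CPM in beta-like, 23.9 and 78.3 CPM in delta-like and 25.3 and 182 CPM in gamma-like nuclei. PDX1 rested on 3 UMIs in each library in delta-like nuclei (35.8 and 19.6 CPM), and ductal-like nuclei had 37.3 and 56.2 CPM. IRX2 reached 106 and 134 CPM and IRX1 25.6 and 22.3 CPM in alpha-like nuclei. ETV1 reached 1389 and 680 CPM in gamma-like, 248 and 387 CPM in alpha-like and 83.6 and 170 CPM in delta-like nuclei. HHEX had 1 UMI in the delta-like nuclei of each library, which is 11.9 and 6.53 CPM, and 3.96 and 0.906 CPM in ductal-like nuclei, so its level there was close to the limit of detection.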

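NKX6-1 reached 52.6 and 33.2 CPM in ductal-like and 69.4 and 60.1 CPM in beta-like nuclei, and 18.3 and 3.72 CPM in alpha-like nuclei, from 5 and 1 UMIs. ESR1 reached 21.9 and 11.2 CPM in alpha-like, 12.6 and 7.51 CPM in beta-like and 47.8 and 13.1 CPM in delta-like nuclei, and 287 and 245 CPM in stellate-like nuclei. RXRG was near the limit of detection in the endocrine classes, with 2 and 0 UMIs in alpha-like, 3 and 0 in beta-like and 2 and 1 in delta-like nuclei. In Schwann-like nuclei, RXRG reached 83.7 and 74.2 CPM.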

Some transcription factors with PDX1-like functions, ETV1 and MEIS2, exhibited strong gamma-cell specificity. 

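MEIS2 reached 2399 and 789 CPM in gamma-like nuclei of the WT and PIGinH11 libraries, from 95 and 65 UMIs in 9 and 38 nuclei. It was also found in delta-like (992 and 2134 CPM), ductal-like (1390 and 1322 CPM), endothelial-like (1033 and 681 CPM), beta-like (628 and 651 CPM) and alpha-like nuclei (365 and 316 CPM). In the PIGinH11 library, the MEIS2 level was highest in delta-like nuclei among these classes. For ETV1, the 95% Poisson interval of the gamma-like level was 1046 to 1808 CPM in the WT library and 514 to 883 CPM in the PIGinH11 library.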

POU6F2 was detected in alpha, gamma and delta cells, and FEV was found to act as an alpha- and delta-specific TF (Figure 3G). This shift in the expression specificity suggests that although the overall pancreatic function was somewhat conserved across the species, specific expression across cell types was possibly plastic and inconsistent across species.

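FEV had 1 UMI in alpha-like and 1 in delta-like nuclei of the WT library (3.65 and 11.9 CPM) and 0 UMIs in both classes of the PIGinH11 library, whose Poisson upper limits were 13.7 and 24.1 CPM. A difference in FEV between classes was therefore not detectable at this depth.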

After cell annotation using classical marker genes for each cell cluster (Table S2), several additional genes were expressed especially high (|logFC| > 3, FDR < 0.01) in each cell cluster in the porcine pancreas (File S1). 

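RBPJL (ENSSSCG00000037156; chromosome 17 of Sscrofa11.1, 47631432 to 47642169) reached 1856 and 2550 CPM in acinar-like nuclei of the WT and PIGinH11 libraries. It was lower in ductal-like (53.7 and 132 CPM), endothelial-like (100 and 314 CPM) and beta-like nuclei (67.9 and 82.6 CPM). At least 1 RBPJL UMI was found in 92.6% and 87.8% of acinar-like nuclei (medians of 2864 and 1199.5 UMIs) and in 13.7% and 36.3% of endothelial-like nuclei (medians of 3857 and 1630.5 UMIs). Thinned to 500 UMIs, the shares were 57% and 68% against 5.04% and 18.5%, so the endothelial-like background was higher in the PIGinH11 library.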

RBPLJ had high levels of expression in the acinar cells, which play a regulatory role in the development and function of acinar cells. PKHD1 was expressed in most ductal cells (99% of all ductal cells), and its expression was second only to SLC4A4, a classical marker of ductal cells (File S1). 

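PKHD1 (ENSSSCG00000001746) lies on chromosome 7 of Sscrofa11.1 from 45447354 to 45925141. At least 1 PKHD1 UMI was found in 99.4% of the WT ductal-like nuclei (95% interval 99 to 99.7) and in 96% of the PIGinH11 ductal-like nuclei (95.1 to 96.8), with medians of 3410 and 1026 UMIs. In acinar-like nuclei (medians of 2864 and 1199.5 UMIs), the shares were 23.5% and 14.2%. Thinned to 500 UMIs, they were 93% and 87.6% in ductal-like nuclei and 5.58% and 6.78% in acinar-like nuclei. The PKHD1 level was 7066 and 5550 CPM in ductal-like nuclei and 78.9 and 93 CPM in acinar-like nuclei. By the UMIs of the ductal-like nuclei of both libraries together, PKHD1 ranked number 4 and SLC4A4 number 2 among all genes. SCTR ranked 27, CFTR 48 and KCNE3 311. The WT library held 8585308 of these UMIs and the PIGinH11 library 3310418, so this order mostly follows the WT library. In the PIGinH11 library alone, KCNE3 was above CFTR.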

PTPRB, FGD5, and EGFL7 previously served as marker genes for endothelial cells in non-pancreatic tissues, and they were exclusively expressed in porcine pancreatic endothelial cells. 

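PTPRB reached 997 and 740 CPM, FGD5 795 and 833 CPM and EGFL7 592 and 616 CPM in endothelial-like nuclei. PTPRB was next highest in Schwann-like (70.8 and 37.1 CPM) and mural-like nuclei (7.99 and 78.3 CPM). FGD5 was also found in Schwann-like (77.3 and 173 CPM) and stellate-like nuclei (68 and 80.8 CPM), and EGFL7 in macrophage-like nuclei (34.5 and 9.02 CPM). All 3 genes were left out of the clustering genes.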

In pancreatic stellate cells, PRKG1 was used as a marker gene for mesenchymal cells in the pancreas or liver; pancreatic stellate cells are a type of mesenchymal cell (Figure S3). These genes may have been the marker genes for the target cluster in the porcine pancreas.

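PRKG1 reached 3848 and 3209 CPM in stellate-like nuclei of the WT and PIGinH11 libraries. Its level was higher in mural-like nuclei, with 5194 and 4419 CPM, and alpha-like nuclei had 259 and 919 CPM.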

### 2.5. Heterogeneity of Pancreatic Exocrine Cells

Like the prior study, we found that the heterogeneous subtypes of acinar and ductal cells were based on marker gene expression patterns. Four clusters of acinar cells were identified in the pig (Figure 4A), including the secretory acinar cell (Acinar-s), the idling acinar cell (Acinar-i), the high expression of the regenerating family member gene acinar cell (Acinar-REG), and the increased expression of the mitochondria-related gene acinar cell (Acinar-M). Among them, two acinar clusters with typical exocrine functions, Acinar-s and Acinar-i, had the highest proportions. 

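Acinar-like nuclei and the enzyme-rich cluster were clustered again together, without the reported genes among the clustering genes, and fell into 8 clusters of at least 20 nuclei. Cluster 7 was Acinar-s-like, by 3 of the markers CTRC, CTRL, CLPS and SPINK1, and cluster 6 met 2 of them and stayed unnamed. Clusters 2 and 3 came closest to the markers of Acinar-i and cluster 5 to those of Acinar-REG, but these 3 clusters met none of the markers and stayed unnamed. Ductal markers matched clusters 1, 4 and 8 best, but none of these markers was among the 10 leading genes of any of them. Cluster 1 was the largest, with 24.7% of the clustered nuclei in the WT library and 25.7% in the PIGinH11 library. DIAPH3, CENPF, CENPE and KIF15 were among the leading genes of cluster 8. These matches are not taken as a ductal identity. HSP70.2, FOS and EGR1 led cluster 3. An Acinar-M-like cluster was found only when mitochondrial genes were allowed among the clustering genes. REG3A, REG3G and REG1A had no gene symbol in the matrices, which left REG4 and SYCN as markers of Acinar-REG.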

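The Acinar-s-like cluster 7 held 359 WT and 296 PIGinH11 nuclei, or 4.08% and 3.18% of the clustered nuclei. Cluster 2, the larger of the clusters closest to Acinar-i, held 23.3% and 21.8%, and cluster 3 held 20.1% and 11.8%. Cluster 5, the closest to Acinar-REG, held 11.7% and 13.5%. Cluster 6, also closest to Acinar-s, held 3.41% and 6.47%.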

The Acinar-i comprised the most significant part of the acinar cells; these cells experience the increased expression of CAMK1D and FOXP2 (Figure 4B), and are enriched with KEGG pathways that are related to cell proliferation and differentiation, such as the “Wnt signaling pathway”, “MAPK signaling pathway”, and “Hedgehog signaling pathway” (Figure 4C). 

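In cluster 2, CAMK1D reached 1648 and 1749 CPM and FOXP2 2108 and 2121 CPM in the WT and PIGinH11 libraries. In the Acinar-s-like cluster 7, CAMK1D reached 36 CPM in the WT library and 988 CPM in the PIGinH11 library, and FOXP2 126 and 1271 CPM. Among the remaining clusters, 1, 3, 4, 5, 6 and 8, CAMK1D lay between 941 and 1675 CPM. Both genes were among the naming markers of Acinar-i. KEGG pathways were not analysed here.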

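In the Acinar-s-like cluster 7, PRSS2 reached 337572 CPM in the WT library and 28347 CPM in the PIGinH11 library, compared with 21590 and 4881 CPM in cluster 2. CPA1 reached 87004 and 21096 CPM, compared with 9347 and 7050 CPM, and PNLIP reached 19611 and 9452 CPM, compared with 2020 and 7503 CPM. CELA2A, PRSS2 and CLPS are also among the leading genes of cluster 7, which was named by such enzymes, so these levels describe the cluster and are no independent result. The ribosomal protein genes RPLP1 and RPL28 were among its leading genes too. Its median depth was 2953 UMIs in the WT library and 658 in the PIGinH11 library. Whether it holds secretory acinar nuclei or droplets rich in free RNA was not tested.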

The Acinar-s was characterized by the high expression level of digestive enzymes such as PRSS2, CPA1, and PNLIP (Figure 4D). Differential gene enrichment analysis among the acinar clusters showed the enrichment of the “Pancreatic secretion”, “Protein digestion and absorption”, and “Ribosome” pathways, which demonstrate that acinar-s cells synthesize and secrete digestive enzymes at a high rate (Figure 4C). As for the expression of digestive enzymes, that of the the Acinar-s cluster was two times higher than that of Acinar-i, implying that Acinar-i may be less secretory but more involved in cell signaling pathways and might be stimulated to differentiate into mature acinar cells. 

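Summed over 9 digestive enzymes (PRSS2, CPA1, CPB1, CEL, CELA2A, PLA2G1B, PNLIP, PNLIPRP1 and PNLIPRP2), the Acinar-s-like cluster 7 reached 535182 CPM in the WT library and 107731 CPM in the PIGinH11 library. In cluster 2, the closest to Acinar-i, the sum was 59196 and 55338 CPM. Cluster 6 lay between them, with 255920 and 88339 CPM, and the sums of clusters 1, 3, 4, 5 and 8 lay between 59244 and 92167 CPM in the WT library and between 34271 and 54311 CPM in the PIGinH11 library.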

Acinar-REG expressed higher levels of the mRNA-encoding regenerating islet-derived family member 3 protein and syncollin (Figure 4B). 

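SYCN, which encodes syncollin, reached 953 CPM in the WT library and 648 CPM in the PIGinH11 library in cluster 5, the closest to Acinar-REG. It was higher in the Acinar-s-like cluster 7, with 4328 and 1689 CPM, and in cluster 6, with 2287 and 1226 CPM. REG4 stayed at or below 4.24 CPM in each of the 8 clusters. Both genes were among the naming markers of Acinar-REG, and the REG3 genes were not analysed here.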

In previous snRNA-seq studies, Acinar-REG cells were represented by linking them to pancreatic cancer and pancreatic ductal adenocarcinoma (PDAC). 

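With all genes allowed among the clustering genes, the mitochondrial genes CYTB, ATP6, ND4, ND1, COX1, COX3 and COX2 led an Acinar-M-like cluster of 711 WT nuclei (8.09%) and 449 PIGinH11 nuclei (4.82%). COX1 reached 2417 and 790 CPM and COX2 927 and 464 CPM in it, and mitochondrial genes took 0.814% and 0.374% of its UMIs. In the other clusters of this clustering, COX1 lay between 172 and 1345 CPM in the WT library and between 51.6 and 230 CPM in the PIGinH11 library. Since COX1 and COX2 define this cluster, their levels describe it and are no independent result.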

Notably, we found a unique cluster named Acinar-M, which is characterized by the high expression of genes associated with mitochondria, such as COX1 and COX2. The GO enrichment pathway is also relevant to the electron respiratory chain and oxidative phosphorylation (Figure 4E). Based on PAGA analysis, the Acinar-M cells may be adenoidal cells at the node of acinar and endocrine cell differentiation (Figure 4F and Figure S2).

There were two heterogeneous clusters of ductal cells, Ductal and Ductal-TFF. The Ductal population (80% of ductal cells) exhibits higher expression levels of classical ductal markers such as CFTR, SLC4A4, and SCTR. 

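Of the ductal-like nuclei, clusters 2 and 4 together were the closest to the ductal markers. Cluster 2 held 27.7% of the WT and 15% of the PIGinH11 ductal-like nuclei, and cluster 4 held 11.4% and 11.2%. Clusters 5 and 6, the closest to Ductal-TFF, held 8.85% and 9.05%, and 6.05% and 2.88%. Clusters 1 and 3, the largest of those that acinar markers matched best, held 26.8% and 35%, and 15.3% and 22.9%. Ratios between the libraries over all ductal-like nuclei were not corrected for this make-up. CFTR reached 2275 and 608 CPM in cluster 2 and 2309 and 491 CPM in cluster 4, compared with 1868 and 443 CPM in cluster 5 and 2092 and 428 CPM in cluster 6. SLC4A4 reached 29741 and 26254 CPM in cluster 2 and 31119 and 25200 CPM in cluster 4, against 26505 and 20736 CPM in cluster 5 and 17602 and 17878 CPM in cluster 6. SCTR did not follow this order, with 2449 and 1571 CPM in cluster 2, 2499 and 1729 CPM in cluster 4, 2325 and 1719 CPM in cluster 5 and 2544 and 3055 CPM in cluster 6.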

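TFF2 was not confined to some of the ductal clusters. It reached 427 and 122 CPM in cluster 5 and 481 and 57.9 CPM in cluster 6, 192 and 46.1 CPM in cluster 2, and 606 and 162 CPM in cluster 1, in which PRSS2 was also high (28683 and 2731 CPM). Over all ductal-like nuclei, TFF2 reached 335 and 90.3 CPM, against 605 and 220 CPM in acinar-like and 368 and 55.5 CPM in endothelial-like nuclei. At least 1 TFF2 UMI was found in 68% and 12% of ductal-like nuclei (medians of 3410 and 1026 UMIs) and in 67.3% and 10.9% of endothelial-like nuclei (medians of 3857 and 1630.5 UMIs). Thinned to 500 UMIs, the shares were 20.2% and 5.67% against 16.2% and 5.74%. For each 1000 PRSS2 UMIs, ductal-like nuclei had 19.2 TFF2 UMIs in the WT library and 51.7 in the PIGinH11 library, compared with 17.4 and 37 in endothelial-like and stellate-like nuclei together, so most TFF2 UMIs of ductal-like nuclei were at the level of free RNA.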

The Ductal-TFF cluster, which has a relatively small cell number, was characterized by the high expression of genes related to mucus secretion, such as TFF2 (Figure 4G). It is likely that it protects ductal cells from damage caused by digestive enzymes. The availability of these two types of ductal cells in humans and mice has been demonstrated, suggesting that they are conserved between species.

### 2.6. Impaired Beta Cell Function in PIGinH11 Pigs

Since serum insulin levels were significantly lower in PIGinH11 pigs, demonstrating reduced beta cell function, we focused our analysis on the gene expression pattern of beta cells. 

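INS (ENSSSCG00000033740) lies on chromosome 2 of Sscrofa11.1 from 1496842 to 1498052. In the 134 beta-like nuclei of the WT library, 5283 INS UMIs gave 8337 CPM (95% interval 8114 to 8565), and in the 135 beta-like nuclei of the PIGinH11 library, 2011 UMIs gave 5035 CPM (4817 to 5260). The level in the WT library was 1.66 times that in the PIGinH11 library (1.57 to 1.74), a log2 ratio of −0.73 (−0.80 to −0.65). Free INS RNA reached 225 and 93.5 CPM in acinar-like and 162 and 99.7 CPM in ductal-like nuclei, which is 2.53% and 1.88% of the beta-like level, and the log2 ratio after its subtraction was −0.72. The alternative that moved the ratio most was thinning of each nucleus to 500 UMIs, with −0.58, and the lowest ratio was −0.84, without doublet removal. The mean over nuclei gave −0.60, also outside the interval, which does not cover the spread between nuclei.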

Notably, the expression of INS was significantly decreased in PIGinH11 pigs (Figure 5A); it was seven times higher in WT pigs than in PIGinH11 pigs. Moreover, PIGinH11 pigs exhibited a decrease in the number of cells as a percentage of beta cells (Table S3). In addition to the differential expression of INS, we identified 513 differentially upregulated and 1008 downregulated genes in the beta cells (Table S4), which were mainly involved in insulin production, secretion and cell damage (Figure 5A). 

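Beta-like nuclei made up 47.3% of the 283 WT endocrine-like nuclei (95% interval 41.4 to 53.3) and 24.9% of the 542 PIGinH11 endocrine-like nuclei (21.3 to 28.8). The number of beta-like nuclei was nearly equal, 134 and 135, and the PIGinH11 library had more endocrine-like nuclei of other kinds. Alpha-like nuclei made up 21.9% (17.2 to 27.2) and 16.2% (13.2 to 19.6), delta-like nuclei 9.89% (6.68 to 14) and 11.8% (9.21 to 14.8), and gamma-like nuclei 3.18% (1.46 to 5.95) and 7.01% (5.01 to 9.5). Only 19.1% of the gamma-like nuclei came from the WT library. Of the nuclei of these 4 named classes, 233 in the WT library and 325 in the PIGinH11 library, the beta-like share was 57.5% (50.9 to 63.9) and 41.5% (36.1 to 47.1). The alternative that moved the PIGinH11 beta-like share most was the double doublet rate, with 32.8%.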

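The paper's text and Figure 5 name genes for beta cells with a direction of change, of which 34 were used. PAX4 had 0 UMIs in the beta-like nuclei of both libraries (Poisson upper limits 5.82 and 9.24 CPM), and 33 genes could be compared. Of these, 19 moved in the stated direction in beta-like nuclei, 15 of the 25 genes listed as lower and 4 of the 8 listed as higher. GRK5 (log2 ratio −1.01, 95% interval −1.45 to −0.58) and PTPRD (−1.39; 439 and 168 CPM) fell most. DGKB (0.56, 0.42 to 0.70), CACNA2D1 (0.42, 0.29 to 0.54) and RYR2 (0.33, 0.13 to 0.53), which are listed as lower, were higher in the PIGinH11 library. The median log2 ratio of the 25 genes listed as lower was −0.20. Among 10000 random lists of as many genes matched on mean expression, this median lay at percentile 1.33, and 95% of the random medians lay between −0.17 and 0.23. For the 8 genes listed as higher, the median was 0.04, at percentile 50. The paper chose these genes on the same libraries, so the lists are not independent of the values. Under the alternatives, 14 of the 23 genes with UMIs in both libraries moved in the stated direction with the UMI limit of 1300, 16 of 32 with nuclei thinned to 500 UMIs, and 19 to 22 of 33 under the others for which this tally was made. Numbers of differentially expressed genes are not given, since 1 library per group allows no test.

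**Figure D2:**
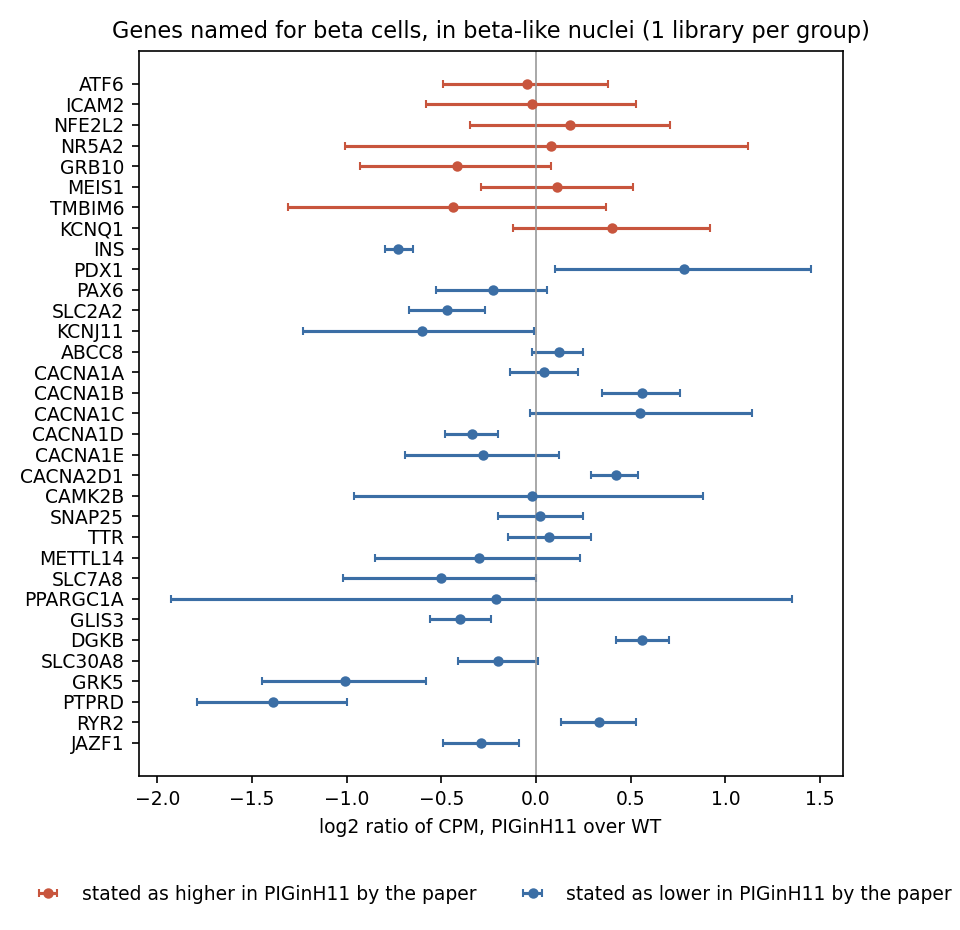
Log2 ratio of CPM, PIGinH11 over WT, in beta-like nuclei for 33 genes that the paper lists as higher (red) or lower (blue) in beta cells. Points are ratios of 1 library per group and bars are exact 95% intervals, which cover counting error; of the genes listed as lower, 15 lie left of 0.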

Subsequently, the four main pathway types for the KEGG enrichment analysis of intergroup DEGs in beta cells are shown in Figure 5B. The first type was related to the endocrine system, including the pathways of “Type II diabetes mellitus” and “Insulin signaling pathway”. The second type was associated with signal transduction, such as the “MAPK signaling pathway” and the “cGMP-PKG signaling pathway”. The remaining two types were nervous system and metabolism-related, including “Glutamatergic synapse” and “Protein digestion and absorption”. This result indicates an abnormal state of insulin synthesis and secretion and intercellular communication in the beta cells of the PIGinH11 pigs.

An in-depth study of the beta cell intergroup differential analysis revealed that beta cell dysfunction might occur at the transcriptome level in PIGinH11 pigs via three pathways. The first one sees a reduction in insulin expression, which is manifested by the reduced expression level of insulin genes (INS), as well as the significantly reduced expression of genes such as PAX6 and PDX1, which are upstream regulators of insulin expression. 

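PAX6 reached 436 and 371 CPM in beta-like nuclei, a log2 ratio of −0.23 (95% interval −0.53 to 0.06), so a change was within the counting error. PDX1 reached 60 and 103 CPM, from 38 and 41 UMIs, a log2 ratio of 0.78 (0.10 to 1.45). The ratio of PDX1 was −0.03 with the UMI limit of 1300, which left few WT beta-like nuclei, and 0.99 with nuclei thinned to 500 UMIs. From reduced expression of INS and of its upstream regulators PAX6 and PDX1, the paper proposes a reduction in insulin expression as the first of its pathways to beta cell dysfunction.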

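Among the genes of glucose-stimulated insulin secretion, the glucose transporter gene SLC2A2 reached 1059 and 764 CPM in beta-like nuclei of the WT and PIGinH11 libraries, a log2 ratio of −0.47 (95% interval −0.67 to −0.27). Of the potassium channel genes, KCNJ11 reached 129 and 85.1 CPM (−0.60, −1.23 to −0.01) and ABCC8 1816 and 1970 CPM (0.12, −0.02 to 0.25). Of the 4 calcium channel genes, 2 were lower in the PIGinH11 library, CACNA1D with 2010 and 1587 CPM (−0.34, −0.48 to −0.20) and CACNA1E (−0.28, −0.69 to 0.12). CACNA1B was higher, with 661 and 971 CPM (0.56, 0.35 to 0.76), and CACNA1A was unchanged within the counting error (0.04, −0.14 to 0.22). With the UMI limit of 1300, which left few WT beta-like nuclei, the direction reversed for SLC2A2 (0.13), CACNA1B (−0.32) and CACNA1D (0.81). CACNA1A (−0.62) and ABCC8 (−0.05), whose main intervals include 0, also changed sign under it. With nuclei thinned to 500 UMIs, CACNA1E (0.62) and ABCC8 (−0.33) changed sign.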

The second sees a decrease in insulin secretion, as evidenced by a significant downregulation of the mRNA levels of key genes involved in classical insulin secretion in beta cells, such as the transporter protein that mediates glucose entry into cells (SLC2A2), the rate-limiting enzyme in glucose metabolism (GCK), the potassium channel protein (KCNJ11, ABCC8) and calcium voltage gating (CACNA1A, B, D, E). 

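ATF6 reached 189 and 183 CPM in beta-like nuclei of the WT and PIGinH11 libraries, a log2 ratio of −0.05 (95% interval −0.49 to 0.38). The gene that the matrices call ICAM2 (ENSSSCG00000039909) reached 117 and 115 CPM, a log2 ratio of −0.02 (−0.58 to 0.53), so neither change was detectable at this depth. The reference's gene names pair this identifier with ERN1 (chromosome 12, 14881913 to 14963290), which lies beside ICAM2 (14986636 to 14991639). Its level was 334 and 273 CPM in acinar-like and 57.5 and 62 CPM in endothelial-like nuclei.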

The third sees the appearance of endoplasmic reticulum stress, as evidenced by the significant upregulation of the expression of marker genes of endoplasmic reticulum stress, such as ATF6, and ICAM2 (Figure 5C).

Then, compared with those currently reported to be associated with T2DM [6,9,10], the DEGs obtained in each endocrine cell were found to be consistent with humans (Figure 5D). Five identical upregulated DEGs and 14 identical downregulated DEGs were found in beta cells and had the same expression pattern in both pigs and T2DM patients. 

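Of 18 genes that Figure 5D lists for beta cells, 17 could be compared and 13 moved in the listed direction in beta-like nuclei, 3 of the 5 listed as higher and 10 of the 12 listed as lower that had UMIs. For alpha cells, 7 of the 10 listed genes moved in the listed direction, for delta cells 4 of 4 and for gamma cells 2 of 2. The alpha tally counts INS and CST3, whose fall there may follow free RNA. INS was at 278 and 138 CPM in alpha-like nuclei, near its 225 and 93.5 CPM in acinar-like nuclei. These lists hold genes that the paper selected for a shared direction in pigs and patients, and patient data were not analysed here.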

According to their reported function, these involved genes were divided into three main categories, according to their reported function. 

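MEIS1 reached 213 and 230 CPM in beta-like nuclei, a log2 ratio of 0.11 (95% interval −0.29 to 0.51), and GRB10 170 and 128 CPM, a log2 ratio of −0.42 (−0.93 to 0.08), so neither change exceeded the counting error. GLIS3 fell from 1553 to 1174 CPM, a log2 ratio of −0.40 (−0.56 to −0.24), which reversed to 0.78 with the UMI limit of 1300. The reversed value rests on few WT beta-like nuclei and has no interval.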

One was related to beta cell development and mass, and included MEIS1, GRB10, GLIS3. 

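Among further genes of beta cell function, JAZF1 fell from 937 to 769 CPM in beta-like nuclei, a log2 ratio of −0.29 (95% interval −0.49 to −0.09). SLC7A8 had a ratio of −0.50 (−1.02 to 0.00), which reversed to 0.45 with the UMI limit of 1300, on few WT beta-like nuclei. The intervals of SLC30A8 (−0.20, −0.41 to 0.01), METTL14 (−0.30, −0.85 to 0.23), TTR (0.07, −0.15 to 0.29) and KCNQ1 (0.40, −0.12 to 0.92) included 0.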

The second was associated with beta cell function, specifically regarding insulin synthesis and secretion, and included INS, KCNJ11, GCK, TTR, SLC7A8, SLC2A2, METTL14, KCNQ1, SLC30A8, and JAZF1. 

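Among genes of cellular stress, NFE2L2 reached 117 and 133 CPM in beta-like nuclei, a log2 ratio of 0.18 (95% interval −0.35 to 0.71). TMBIM6 reached 64.7 and 47.6 CPM, a log2 ratio of −0.44 (−1.31 to 0.37). Neither change was detectable at this depth.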

The last was associated with cellular stress, and includedNFE2L2 and TMBIM6. Moreover, several DEGs in other endocrine cells were found to be mainly involved in cellular damage and pancreatogenesis, such as JAZF1, HNF4A, and PROX1. 

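JAZF1 fell in alpha-like nuclei by a log2 ratio of −0.41 (95% interval −0.71 to −0.11) and in delta-like nuclei by −0.59 (−1.10 to −0.07). The delta-like interval includes −0.13, the median log2 ratio of all genes in that class, so a fall beyond this median was not detectable. HNF4A had 18 UMIs in the WT and 5 in the PIGinH11 delta-like nuclei, a log2 ratio of −2.72 (−4.51 to −1.24). PROX1 had 6 and 4 UMIs in gamma-like nuclei, a log2 ratio of −1.64 (−3.91 to 0.43), which is within the counting error. CST3 in alpha-like nuclei had 28 and 2 UMIs, a log2 ratio of −3.78 (−6.90 to −1.79). It was also among the leading genes of the enzyme-rich cluster 8. Since its free RNA was not measured, this fall cannot be told apart from a fall of free RNA.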

Other endocrine cells also play an important role in regulating glucose homeostasis, and their abnormal state also affects beta cell function, so the detected common DEGs may be important targets in regulating the course of T2DM.

### 2.7. Acinar Cell Dysfunction in PIGinH11 Pigs

The exocrine pancreas assumes the role of producing and delivering digestive enzymes. As the group of cells with the highest protein synthesis, it is susceptible to functional changes in response to external stimuli or changes in molecular signals, even leading to pancreatitis or pancreatic cancer. The results of the intergroup difference analysis showed that the function of the PIGinH11 acinar cells changed; the four subpopulations of Acinar-i, Acinar-s, Acinar-REG, and Acinar-M identified 103, 114, 156, and 598 upregulated DEGs and 168, 148, 298, and 95 downregulated DEGs, respectively (Figure 6A). The expression level of digestive enzymes significantly decreased in four acinar cell clusters, especially in the trypsinogen gene PRSS2, which dominated the digestive enzyme component of pancreatic juice (Figure 6B). 

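PRSS2 (ENSSSCG00000016478) lies on chromosome 18 of Sscrofa11.1 from 7443327 to 7446625. In acinar-like nuclei it reached 35687 CPM in the WT library, from 1078392 UMIs, and 6395 CPM in the PIGinH11 library, from 99828 UMIs. This is a log2 ratio of −2.48 (95% interval −2.49 to −2.47), or −2.71 relative to the median of all genes. PRSS2 also fell in classes that should lack it, by a log2 ratio of −3.32 in ductal-like, −3.76 in endothelial-like and −3.67 in stellate-like nuclei, and free PRSS2 RNA came to 67.3% of the acinar-like level in the WT library and 32.7% in the PIGinH11 library. With this free RNA subtracted, the alternative that moved the ratio most, the log2 ratio was −1.44. Of the 9 digestive enzymes, 6 fell and CEL, PNLIP and PNLIPRP1 rose by CPM. Relative to the median of all genes, the log2 ratios were −1.95 for CELA2A, −1.21 for PLA2G1B, −0.84 for CPA1, −0.75 for CPB1, −0.38 for PNLIPRP2 and −0.21 for CEL, which was 0.01 by CPM. They were 1.22 for PNLIP and 1.23 for PNLIPRP1. By CPM, the ratios after subtraction of free RNA were −0.26 for CELA2A, 0.01 for PLA2G1B, −0.06 for CPA1, −0.29 for CPB1 and 2.52 for PNLIP. Before the subtraction, they were −1.72, −0.98, −0.61, −0.52 and 1.45 by CPM. With the enzyme, ribosomal and mitochondrial genes left out of the denominator, PNLIP had a ratio of 1.41. As counted, the sum of the 9 enzymes fell from 77073 to 54959 CPM, a log2 ratio of −0.49. After subtraction of free RNA, PRSS2 fell from 11676 to 4307 CPM, while PNLIPRP1 rose from 5583 to 15438 CPM and PNLIP from 903 to 5176 CPM. The fall of the sum therefore holds only without this subtraction. The cholecystokinin receptor gene CCKAR had a log2 ratio of −1.04 relative to the median.

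**Figure D3:**
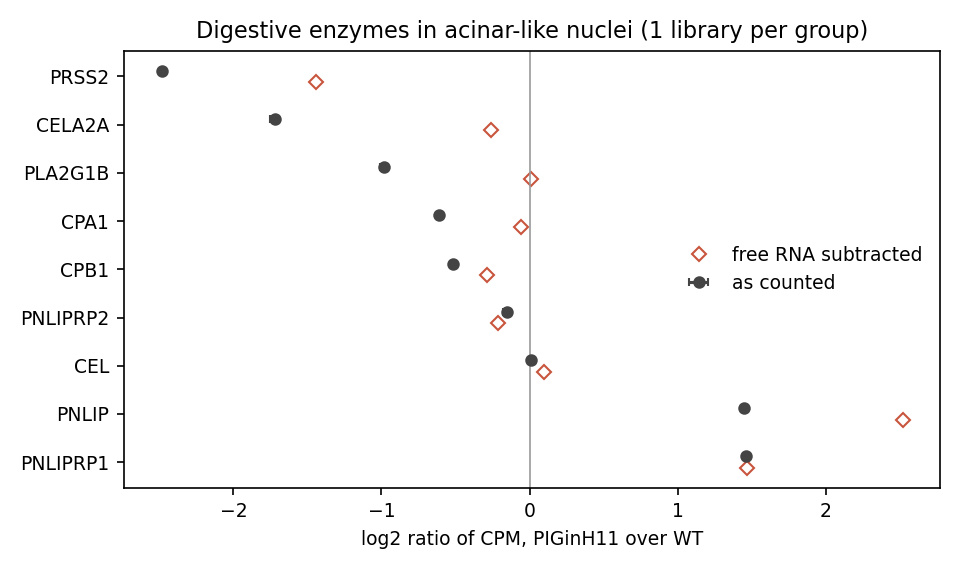
Log2 ratio of CPM, PIGinH11 over WT, of 9 digestive enzymes in acinar-like nuclei (1 library per group), as counted (filled points, with exact 95% intervals that are mostly narrower than the points) and after subtraction of free RNA (open points). By CPM 6 enzymes lie left of 0, and CEL, which lies beside 0, has a negative ratio relative to the median of all genes.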

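Of the genes that the text and Figure 6C name for protein synthesis, processing and secretion, 5 ribosomal genes fell in acinar-like nuclei, relative to the median of all genes by log2 ratios of −0.79 for RPL11, −1.45 for RPL7, −1.53 for RPS20, −1.49 for RPS4X and −0.68 for RPL38. On the same scale, EIF4A2 (−0.74), EIF3E (−0.48), EIF2S2 (−0.65), SEC61A1 (−0.80), SEC62 (−0.40), SSR2 (−0.88) and XBP1 (−1.32) fell. By CPM, SEC62 (−0.18, 95% interval −0.26 to −0.10) and EIF3E (−0.25, −0.35 to −0.16) fell least. Of 21 genes that the paper lists by name with a direction for acinar cells, among them the enzymes PRSS2, CPB1, CELA2A and PLA2G1B, 21 moved in that direction, also under each of the 12 alternatives for which this tally was made. It was not made with free RNA subtracted, under which PLA2G1B had a ratio of 0.01 by CPM. The median log2 ratio of the 19 listed as lower was −0.82, below the medians of all 10000 random lists matched on mean expression, of which 95% lay between −0.20 and 0.24. The paper chose these genes on the same libraries. The fall of the ribosomal genes was found in the other classes too. The summed UMIs of 60 ribosomal protein genes fell in acinar-like nuclei from 6165 to 3715 CPM, a log2 ratio of −0.73, and by −0.84 in ductal-like, −1.22 in beta-like, −1.06 in endothelial-like and −1.02 in stellate-like nuclei. The 13 mitochondrial genes fell by −1.39 in acinar-like (1437 to 548 CPM), −1.37 in ductal-like, −2.12 in beta-like, −1.44 in endothelial-like and −1.56 in stellate-like nuclei.

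**Figure D4:**
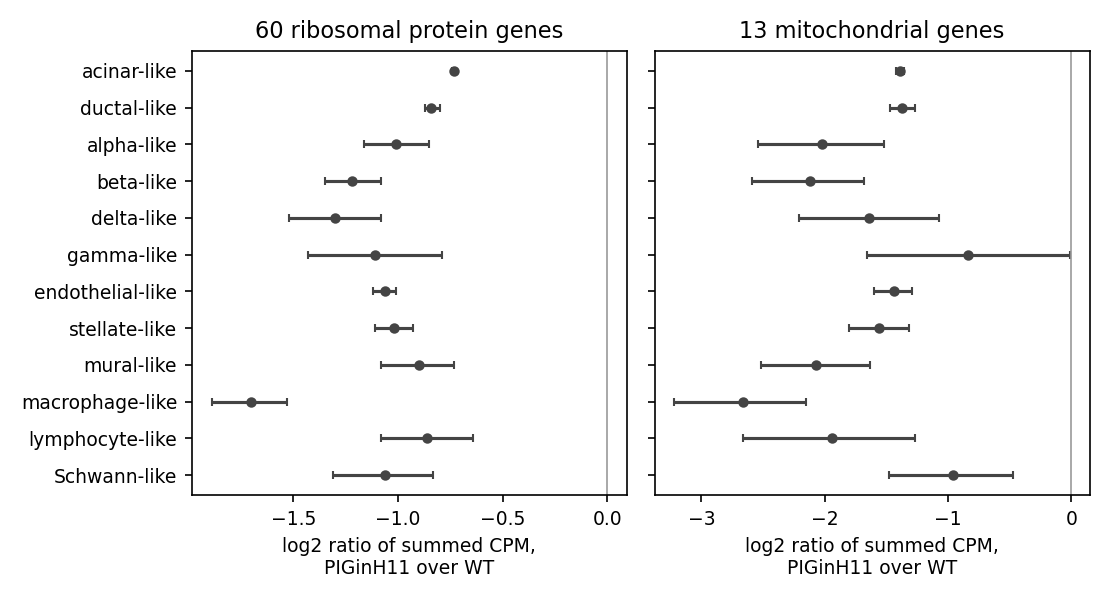
Log2 ratio of summed CPM, PIGinH11 over WT, of 60 ribosomal protein genes and 13 mitochondrial genes in each class (1 library per group). Points are ratios and bars are exact 95% intervals, which cover counting error; all points lie left of 0, in acinar-like nuclei at −0.73 for ribosomal protein genes and at −1.39 for mitochondrial genes.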

Then, we found that genes involved in protein synthesis processing and secretion were significantly reduced in all four groups of acinar cells; these included ribosomal genes, such as RPL11, RPL7, RPS20, transcription initiation factors, such as EIF4A2 and EIF3E, and protein transport protein genes, including SEC61A1 and SEC62 (Figure 6C). This result indicates that acinar cells may have reduced the expression and secretion of digestive enzymes, especially proteases. In addition, several genes related to the cellular stress response were of particular interest, such as TXNIP, SSR4, ATF5, TNFAIP8 (Figure 6D), these genes play an essential role in ER and oxidative stress. 

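In acinar-like nuclei, TXNIP (ENSSSCG00000031262; chromosome 4 of Sscrofa11.1, 99348589 to 99351760) rose from 380 to 842 CPM, a log2 ratio of 1.15 (95% interval 1.11 to 1.18), or 0.92 relative to the median of all genes. TNFAIP8 rose from 13.9 to 196 CPM, a log2 ratio of 3.82 (3.67 to 3.97), or 3.59 relative to the median. SSR4 fell by a log2 ratio of −1.62 (−1.85 relative to the median), and also by −2.16 in ductal-like and −3.22 in endothelial-like nuclei. ATF5 fell from 197 to 19 CPM, a log2 ratio of −3.37 (−3.54 to −3.20; −3.60 relative to the median), and by −1.06 in ductal-like and −1.62 in stellate-like nuclei. In endothelial-like nuclei ATF5 had 29 UMIs in the WT and 2 in the PIGinH11 library, a log2 ratio of −4.04 (−7.15 to −2.06). A list of 18 heat-shock and immediate-early genes, without ATF5, had a median log2 ratio of −1.14 in acinar-like nuclei. From the fall of digestive enzyme genes and of genes for protein synthesis, processing and secretion, the paper proposes that acinar cells reduced the expression and secretion of digestive enzymes.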

Overall, acinar cells from PIGinH11 pigs showed dysfunction, particularly in regard to digestive enzyme insufficiency and organelle stress.

## 3. Discussion

In a previous study, we performed a short-term diet-based (12 weeks) intervention on PIGinH11 pigs [16], which showed impaired glucose tolerance and varying degrees of pancreatic, hepatic, and adipose damage in PIGinH11 pigs. To investigate the pathological characteristics of the pancreas in PIGinH11 pigs and to assess its feasibility as an animal model of metabolic disorders, we evaluated the pathological histology of PIGinH11 and wild-type pigs when subjected to different durations of HFHSD and a selected 12-month dietary intervention in order to conduct snRNA-seq analysis. With the dietary intervention, PIGinH11 pigs suffered insulin deficiency and severe fatty infiltration in the pancreas. Meanwhile, as the induction time increased, PIGinH11 pigs showed fibrosis, inflammatory infiltration, and fat necrosis in the pancreas. We found that two human disease susceptibility genes (GIPR^dn^ and hIAPP) could cause impaired insulin secretion, beta cell ER stress, and apoptosis [19]. This situation is a pathological condition similar to PIGinH11, indicating that PIGinH11 pigs are a suitable large animal model that can be used to study metabolic disorder-related diseases.

Herein, a comprehensive single-cell level atlas of the pig pancreas (including endocrine glands) was constructed. We identified 16 clusters of pancreatic cells by using the classical marker genes utilized in the previous article [6,7,8,9,10,11,12]. At the same time, heterogeneous subclusters of acinar cells and ductal cells were also present in our data and were similar to those found in humans, such as acinar-REG, acinar-s, acinar-i, and ductal-TFF [8,11]. We also identified a unique group of acinar cells (Acinar-M). This cluster was characteristically highly expressed in mitochondria-related genes, while their high similarity to ductal cells and beta cells placed them in the intermediate of the three major cell types. A cluster of endocrine cells that shares commonality with Acinar-M is the Endocrine-U cluster, which was strongly associated with beta cells. On the other hand, genes regulating the development of acinar cells, such as NR5A2 and RBPJL, were characteristically upregulated within this cluster (Figure S2C,D) [20]. 

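RBPJL reached 125 and 1480 CPM in endocrine cluster 2 of the WT and PIGinH11 libraries and 1072 and 2429 CPM in endocrine cluster 5, while endothelial-like and stellate-like nuclei together had 138 and 321 CPM. NR5A2 reached 69.5 and 408 CPM in cluster 2 and 287 and 619 CPM in cluster 5, against 836 and 951 CPM in acinar-like, 867 and 981 CPM in ductal-like and 33.1 and 35.1 CPM in beta-like nuclei. At least 1 RBPJL UMI was found in 14.7% and 57.2% of the nuclei of cluster 2 (medians of 1640.5 and 689 UMIs), in 93.8% and 95.4% of those of cluster 5 (medians of 4490 and 1388 UMIs) and in 20.1% and 18.5% of beta-like nuclei (medians of 4229 and 2213 UMIs). Thinned to 500 UMIs, these shares were 5.88% and 44.7%, 50% and 78.5%, and 1.49% and 5.19%. Both genes were left out of the clustering genes.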

Assuming that Acinar-M is a group of middle-state-oriented acinar cells, the Endocrine-U cluster is a group of intermediate-oriented endocrine cells. These two types of cells may correspond to the double positive cells when exposed to insulinogen, glucagon zymogen and digestive zymogen particles that we captured under TEM (Figure 2E,F). A previous study has also mentioned the presence of such double positive cells [21]. However, the exact role of such cells in the pancreas still needs further study. Most pancreatic cell populations in our data were similar to humans, such as acinar cells, ductal cells, and endothelial cells [11]. Moreover, comparing these transcriptional-based data to healthy humans, more similar features were observed. There were several reported transcription factors (TFs) related to pancreatic biology in healthy humans that were found to have similar expression patterns in pigs, such as NEUROD1, PAX6, PDX1, etc. [8,18]. Therefore, we assume that pancreatic cell characteristics are conserved to a large extent between pigs and humans.

Pancreatic beta cell dysfunction is a primary pathogenic cause of T2DM. In turn, beta cell dysfunction is associated with a lack of insulin secretion and the loss of beta cell mass [22]. At the single-cell transcriptome level, specific molecular processes that impaired the function of the PIGinH11 group beta cells were identified. These include a decrease in the proportion of beta cells, an increase in the proportion of intermediate state cells (Endocrine-U cluster), a reduction in the level of transcription factors characteristic of mature beta, a lack of insulin mRNA, and a decrease in the expression of key genes in the glucose-stimulated insulin secretion (GSIS) process. 

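The unnamed endocrine clusters 2 and 5, which acinar markers matched best over both libraries, together made up 17.7% of the WT endocrine-like nuclei (95% interval 13.4 to 22.6) and 40% of the PIGinH11 endocrine-like nuclei (35.9 to 44.3). Cluster 2 alone made up 12% (8.47 to 16.4) and 28% (24.3 to 32), and cluster 5 5.65% (3.27 to 9.02) and 12% (9.38 to 15). Only 18.3% of the nuclei of cluster 2 and 19.8% of those of cluster 5 came from the WT library. These shares varied between the alternatives. In the PIGinH11 library, the share was 16% with the double doublet rate, 30.6% without Harmony, 33.2% with a gene minimum of 500, 34.3% with Louvain resolution 2, 36.8% without doublet removal, 38.1% with all genes among the clustering genes and 49.6% with the UMI limit of 1300. In the WT library, the share lay between 4.96%, without Harmony, and 24.2%, without doublet removal.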

The studies conducted inT2DM patients and T2DM mouse models showed that the occurrence of some mature beta cell function-related TFs in beta cells is deficient, such as in PDX1 [23]. The deficiency of these TFs contributes to the loss of functional beta cell numbers. Beta cells are susceptible to ER stress in metabolic disturbance [24]. Moreover, ER stress could induce an unfolded protein response (UPR) [25], and a chronic UPR state can contribute to beta cell death and diabetes [26]. Corresponding to the beta cell endoplasmic reticulum damage we observed under TEM (Figure 2F), some genes related to the UPR were elevated at the mRNA level. These indicate that the PIGinH11 group was in a state of diet-induced beta cell dysfunction.

Meanwhile, we also refer to several articles investigating the alterations made to gene expression characteristics in T2DM [6,9,10], and then identified several T2DM-related genes with an altered expression in endocrine cells, especially in beta cells. MEIS1 expression was significantly elevated in T2DM patients and the PIGinH11 group, and transcriptionally regulates both PDX1 and PAX6 [27]. Other genes with the same expression pattern are NFE2L2 and GRB10. NFE2L2 is an essential regulatory element for the onset of oxidative stress in vivo and has also been demonstrated to prevent pancreatic beta cell injury [28]. GRB10 was identified as a pivotal regulator of beta cell dedifferentiation and mass [29]. The thyrotropin transporter protein (TTR) is a functional protein in pancreatic beta cells and promotes insulin release and prevents beta cell death [30]. The tetramer of the TTR has a positive role in the pancreatic beta cell stimulation–secretion coupling. It enables the glucose-induced elevation of cytoplasmic-free Ca^2+^ concentration and increases insulin release [31]. TTR KO mice impaired the recovery of blood glucose and glucagon levels [32]. A beta cell-specific METTL14-KO mouse exhibits poor glucose tolerance, reduced glucose-stimulated insulin secretion, increased beta cell death and reduced beta cell mass [33]. These genes might be valuable targets in T2DM disease research and treatment.

In clinical settings, EPD that is characterized by the inadequate secretion of digestive enzymes has been observed frequently in diabetic patients [6]. Despite this high prevalence, the pathophysiology of EPD in diabetes is not fully understood; until now, only the diminished nutritional effects of insulin, fibrosis and steatosis, and inflammation have been established [34]. A comparable phenotype during diet induction was presented in PIGinH11 pigs (Figure 1). Notably, inactive levels of protein synthesis and deficient digestive enzyme production were exhibited in the acinar cells. Moreover, the endoplasmic reticulum and mitochondria appeared to be damaged in acinar cells (Figure 2G,I). In addition, the TXNIP was significantly increased in the acinar cells of the PIGinH11 group. 

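At least 1 TXNIP UMI was found in 49.6% of the WT and 53.9% of the PIGinH11 acinar-like nuclei (medians of 2864 and 1199.5 UMIs), from 11493 and 13144 UMIs. Thinned to 500 UMIs, the shares were 14.2% and 27.7%. In ductal-like nuclei (medians of 3410 and 1026 UMIs), they were 16.5% and 14.8%, and 2.84% and 6.54% after thinning. The log2 ratio of TXNIP was 1.23 (95% interval 1.03 to 1.43) in ductal-like, 1.94 in beta-like, 1.56 in alpha-like, 0.35 in endothelial-like and −0.27 in stellate-like nuclei.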

Notably, we also found that the TXNIP expression was increased in the RNA-seq data of PIGinH11 pigs after 12 months of diet induction when compared with 2 months (unpublished data). TXNIP is a major regulator of glucose homeostasis and a responder to oxidative stress. Circulating levels of TXNIP are dramatically elevated in T2DM patients [35]. Numerous studies have demonstrated that TXNIP is induced by high glucose and promotes beta cell apoptosis [35,36]. We hypothesize that the elevated glucose and insulin deficiency due to beta cell dysfunction may promote the increased expression of TXNIP in acinar cells, which causes cellular damage via oxidative stress (Figure 6E). However, it has not been reported how TXNIP acts in acinar cells. The relationship between TXNIP and cellular stress in pancreatic exocrine cells needs to be further investigated.

There are still some limitations to this study. Firstly, the Seurat used for our analysis was based on the V3 version, which may have generated varied results as the version was updated. Secondly, a larger sample number for sequencing might have yielded a more comprehensive global pattern. Thirdly, this study did not involve a validation experiment, and more research was needed to illustrate the potential damage of molecular mechanisms to the pancreas.

## 4. Materials and Methods

### 4.1. Animal

A total of 6 transgenic males (PIGinH11 group) and 6 age-matched wild-type males (WT group) were used. Pigs were fed with a control diet until 6 months and with HFHSD (37% sucrose, 53% control diet and 10% pork lard) for the next 8 months (one individual sampled for histopathological examination for both groups), 12 months (four individuals) and 18 months (one pig for prolonged intervention). Each experimental animal lived in a single cage, was fed twice a daily, and was given access to water. The ambient temperature was kept at 16–28°, with humidity at 40–70%. We used two groups of pigs in the research. All animal experiments were approved by the Animal Care and Use Committee of the Institute of Animal Sciences, Chinese Academy of Agricultural Sciences (No. IAS2019-12). Each experimental procedure was performed under the Guide for the Care and Use of Laboratory Animal, IAS, CAAS. At the end of the HFHSD intervention, the animals were sacrificed humanely. A part of the tissue, about 1 mm, was promptly mounted in an electron microscope fixative (glutaraldehyde, 4%). One part of the tissue was frozen immediately in liquid nitrogen, and the other was filled with 4% PFA for fixation.

### 4.2. Serum Test

After overnight fasting, a total of 20 mL of venous blood was obtained from the anterior vena cava of each pig and placed in a BD vacutainer tube (KJ030AS, Kangjian, Taizhou, China). Whole blood was centrifuged at 4 °C 3000 rpm for 10 min to separate the serum after 1 h at ambient temperature. The serum concentration of the total cholesterol (TC) and high-density lipoprotein cholesterol (HDL) was measured using an AU480 auto-analyzer (Olympus Co., Tokyo, Japan). The fasting blood glucose level was measured using blood glucose meters (Johnson, Ultra, New Brunswick, NJ, USA) and the venous blood of each pig’s ear. The serum levels of insulin (10-1200-01, Mercodia, Uppsala, Sweden), glucagon (10-1281-01, Mercodia, Uppsala, Sweden), and C-peptide (DY2648, R&D, Minneapolis, MN, USA) were measured using an enzyme-linked immunosorbent assay and the corresponding antibodies.

### 4.3. Histopathological Examination

After the pigs were sacrificed, the pancreas tissues were immediately fixed in 4% paraformaldehyde overnight. Then, these fixed tissues were dehydrated, embedded in paraffin, and sliced into continuous sections. The sections were stained with hematoxylin and eosin (HE) in order to assess the pancreas’s pathological state. Histological sections were scanned and read in panoramic view using CaseViewer software (v2.4.0). For the transmission electron microscopy samples, a large volume of approximately 1 cubic millimeter of tissue block was removed from each pancreas and quickly placed in glutaraldehyde, 4% (EM Grade), for fixation. The samples were stored at 4 °C for 12 h and then placed in osmium tetroxide for secondary fixation. Then, they were gradient dehydrated and embedded in fresh epoxy 618. Ultrathin sections (60–80 nm) were cut and stained with lead citrate, followed by a Phillips CM-120 transmission electron microscope examination.

### 4.4. Single-Nucleus RNA-Sequencing

One pancreatic tissue piece was taken from each group of pigs from a similar location (body of the pancreas). Sample preparation, nucleus isolation, library preparation, and sequencing were performed using Gene Denovo Biotechnology Co., Ltd. (Guangzhou, China) following the guidelines of 10× Genomics (10× Genomics, Pleasanton, CA, USA). Briefly, nucleus suspensions were loaded on a 10 X Genomics GemCode single-cell instrument, and libraries were generated using the cDNAs with Chromium Next GEM Single Cell 3′ Reagent Kits v3.1. The libraries were ultimately sequenced with an Illumina HiSeq 4000 instrument. Cell Ranger (v3.1.0) was used to perform data quality statistics on the raw data. Reads with low-quality barcodes and UMIs were filtered out, and then were aligned to the reference genome (Sus Scrofa 11.1). Before quantification, the UMI sequences were corrected for sequencing errors, and valid barcodes were identified based on the EmptyDrops method. The cell by gene matrices were produced via UMI counting and cell barcodes calling, then the gene matrices for each sample were individually imported to Seurat (v3.1.1) for downstream analysis. Before downstream analysis, we removed doublets by DoubletFinder (v2.0.3), and cells with gene counts of 270-3700 per cell, UMIs with counts lower than 1300 per cell, and cells with a percentage of mitochondrial genes per cell that was less than 10% were screened for downstream analysis. After retaining high-quality cells, expression was normalized using a common “log homogenization” method. Following data merging using Harmony, principal component analysis (PCA) was conducted and the best principal component was selected for subsequent analysis. Based on the previously identified principal components, the Euclidean distance between cells was calculated. Then, Seurat embedded cells in a SNN (shared-nearest neighbor) graph based on the Euclidean distance between the cells. Next, the SNN graph was partitioned into highly interconnected quasi-populations according to the Jaccard distance between two cells in local proximity. Finally, the cells were clustered into groups using Louvain’s algorithm and the data were visualized using nonlinear dimensionality reduction (t-SNE). Subsequently, cell annotation using semi-supervised methods (singleR and manual) was performed.

We used Scanpy’s rank sum test to filter the genes with upregulated expression in each cell subpopulation. The screening criteria were the gene upregulation fold change (FC) |logFC| > 1 and *p* < 0.05, alongside gene expression in more than 25% of the cells in the target cluster. The screening criteria for differentially expressed genes between the two groups for each cell type were |logFC| > 1 and *p* < 0.05. We used OmicShare, an online tool based on the R package, to map all the peak genes to gene ontology (GO) terms or to the Kyoto Encyclopedia of Genes and Genomes’ (KEGG) pathways in the GO database “http://www.geneontology.org/ (accessed on 8 May 2022)” or KEGG database “https://www.kegg.jp/ (accessed on 8 May 2022)”. The calculated *p* values were FDR corrected to a threshold of FDR ≤ 0.05. The temporal arrangement of cells when using PAGA analysis (Scanpy v1.9.1) takes advantage of the similarity and dynamic changes in the gene expression patterns in order to arrange the low-dimensional projection positions of cells and thus reflect the differentiation characteristics between cells.

### 4.5. Statistical Analysis

The statistical analysis and mapping were performed using Prism8 and Rstudio based on R version 4.0.4. A comparison between the two groups was performed using the two-tailed Student’s *t*-test. Data were expressed as means ± SEM, and a *p*-value < 0.05 was considered significant.

## 5. Conclusions

In summary, after long-term dietary induction, PIGinH11 pigs were more sensitive to energy overload and exhibited the pathological features of insulin deficiency, fatty deposition, inflammatory infiltration, fibrosis tissue necrosis, double positive cells, endoplasmic reticulum (ER) and mitochondria damage, similar to those found in T2DM patients. Single-nucleus transcriptome analysis discovered two specific groups of cells (Acinar-M and Endocrine-U), which may be associated with the dedifferentiation or transdifferentiation of endocrine cells. An analysis of DEGs between the PIGinH11 and WT groups of each cell cluster indicated the decreased gene expression levels of insulin synthesis and secretion-related genes in the beta cells, together with an increased endoplasmic reticulum stress, suggesting an impaired beta cell function. Like clinical diabetes, which is often accompanied by EPD, organelle damage was exhibited in the PIGinH11 group of acinar cells. Large digestive enzymes were downregulated at the transcriptome level, and the upregulation of TXNIP by high glucose levels potentially promoted the dysfunction of the endocrine to exocrine cells in PIGinH11 pigs. In this paper, we constructed the first complete pig pancreatic atlas, including the endocrine, exocrine and other cells, while cross-talking with human findings, thus supporting the use of PIGinH11 pigs as an animal model of T2DM. This paper has also provided some reference targets for the research and therapy of human pancreatic dysfunction.

## Figures and Tables

**Figure 1:**
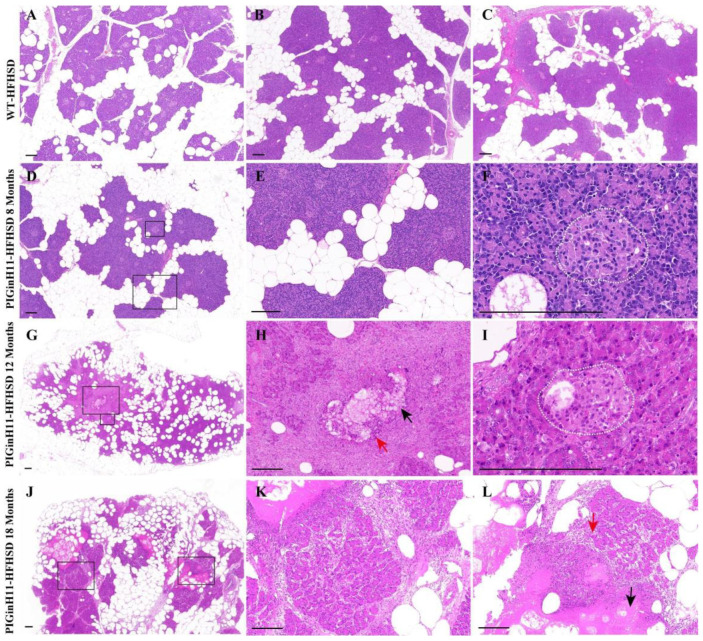
HE staining of pancreas tissues. Fat deposition in the pancreas of wild-type (WT) pigs (**A**–**C**). Fatty infiltration occurred in both inter- and intra-lobules of transgenic (PIGinH11) pigs and increased with time (**D**,**E**,**G**,**J**). The islet of the PIGinH11 pigs after 8 months of high-fat and high-sucrose diet (HFHSD) is shown in the white dashed line (**F**). The pancreas of the PIGinH11 pigs after 12 months of HFHSD shows parenchymal tissue necrosis, inflammatory infiltration (**H**). The islet of the PIGinH11 pigs after 12 months of HFHSD is shown in the white dashed line, which shows cell swelling (**I**). Pancreatic necrosis and fibrosis became more severe in PIGinH11 pigs as the HFHSD time increased (**K**,**L**). The view in the black box is enlarged for the last two figures in the same row. Red arrows point out immune cells, and black arrows show parenchymal tissue necrosis. Scale bars, 200 μm.

**Figure 2:**
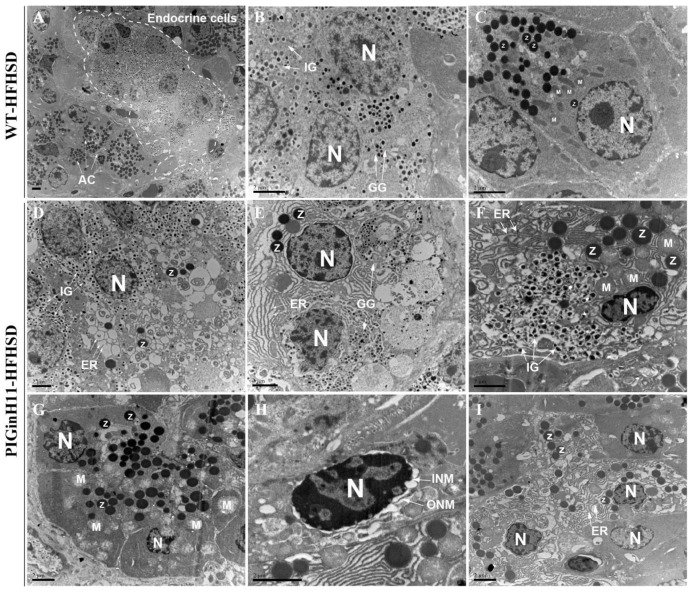
Transmission electron microscopy (TEM) photograph of wild-type and PIGinH11 pigs. An overview of the pancreas in wild-type pigs shows that they were in a healthy condition (**A**). Endocrine pancreas cells are shown in the white dashed line. The details of the normal endocrine cells (**B**) and acinar cells (**C**) are shown for wild-type pigs. Endocrine cells show endoplasmic reticulum (ER) damage (**D**–**F**). Alpha and beta cells contain dense zymogen granules close to endocrine granules in PIGinH11 pigs (**E**,**F**). Acinar cells show mitochondria swelling (**G**), outer and inner nuclear membrane separation (**H**), and ER damage (**I**). AC: acinar cell, N: nucleus, IG: insulin granules, GG: glucagon granules, Z: zymogen granules, ER: Endoplasmic reticulum, M: Mitochondria, ONM: Outer nucleus membrane, INM: inner nuclear membrane. Scale bars, 2 μm.

**Figure 3:**
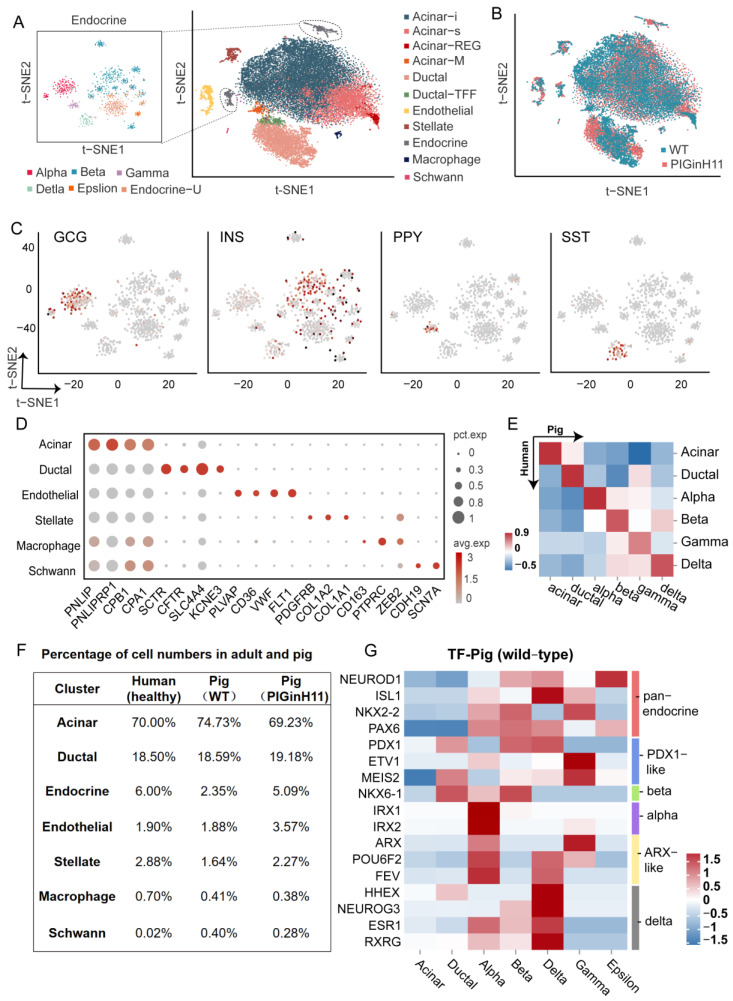
Characterization of pig pancreatic cell types. Major cell types identified from snRNA-seq of pig pancreas are shown as clusters in a two-dimensional t-SNE embedding (**A**). Percentage of cell numbers in the two groups are shown in a t-SNE map (**B**). The expressions of the marker genes of endocrine cells are shown in the t-SNE map, The color of the dot indicates the expression level of the gene in that cell, the redder the color, the higher the expression level (**C**). Other cluster marker genes are shown in a bubble map (**D**). Comparison of correlations between species of each cell cluster (**E**). Percentage of cell numbers in healthy adults and pigs (**F**). Heat map of expression patterns of endocrine pancreatic function in WT pigs (**G**).

**Figure 4:**
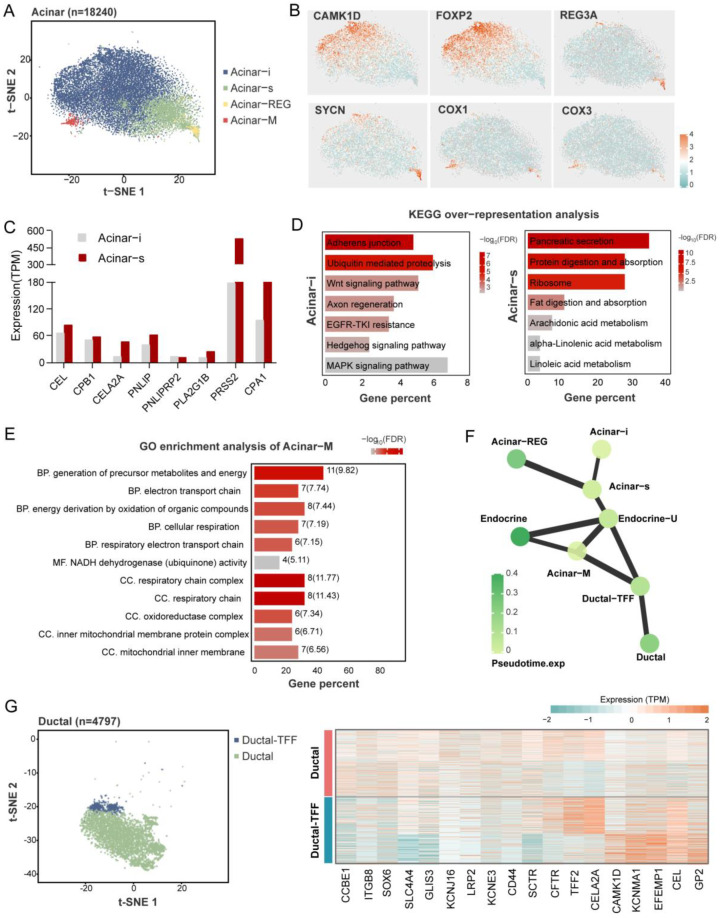
Heterogeneity of pancreatic exocrine cells. An overview of acinar cells cluster in a t-SNE map (**A**). Marker genes of each acinar subcluster are shown in a t-SNE map (**B**). The expression (TPM) level of digestive enzymes in acinar-i and acinar-s clusters (**C**). Kyoto Encyclopedia of Genes and Genomes’ (KEGG) over-representation analysis of upregulated genes in Acinar-i and Acinar-s clusters (**D**). Gene ontology (GO) enrichment analysis of Acinar-M cluster. BP means biological process, MF means molecular function, and CC means cellular component. The numbers at the back of the bars show the gene numbers enriched in the pathways (**E**). PAGA abstracted graph represents the similar relationship between cell clusters. The shade of the dot color indicates the state of its pseudo-time time; the darker the color the later the time. A thicker line between the dots shows a stronger similarity between the two cell clusters (**F**). Characteristics of the ductal cell subclusters. An overview of ductal cells cluster in a t-SNE map (**left**), and the heatmap shows key genes expression level in two ductal clusters (**right**) (**G**).

**Figure 5:**
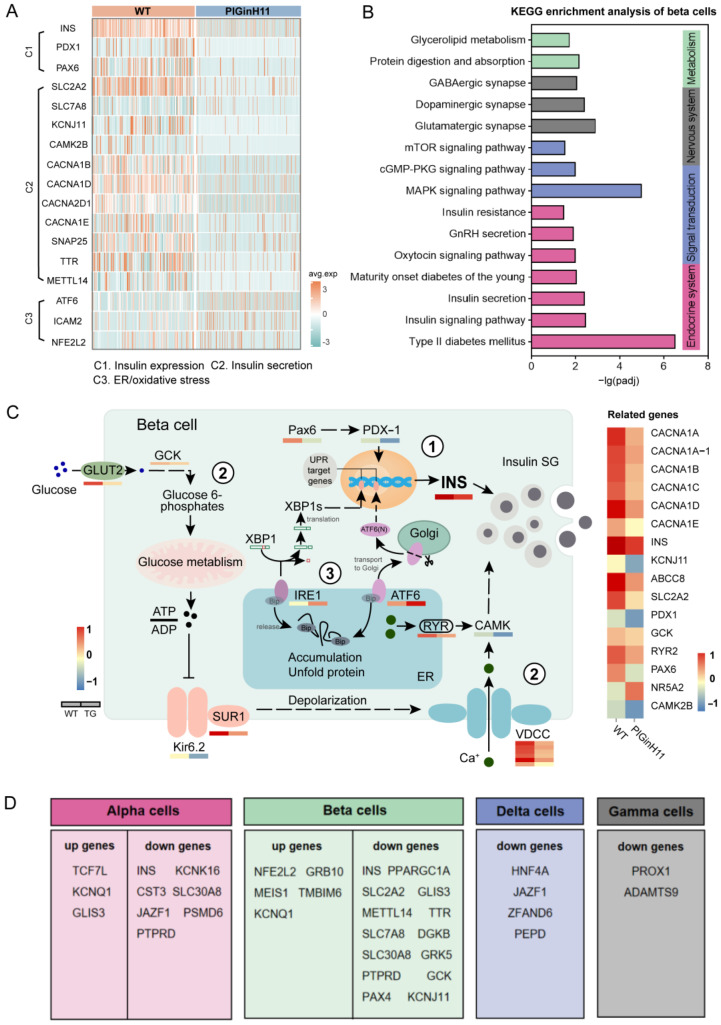
Alteration of T2DM-related genes and beta cell dysfunction in PIGinH11 pigs. Key genes that alter significantly in the PIGinH11 group (**A**). The three processes were as follows: C1: insulin expression, C2: insulin secretion, and C3: ER/oxidative stress. KEGG’s over-representation analysis of DEGs in beta cells (**B**). Pattern diagram of the beta cell dysfunction pathway, including the following three pathways (**C**): 1. Decreased insulin expression. The mRNA levels of INS and regulating insulin produce the genes deduced. 2. Decreased insulin secretion. The genes related to the glucose-stimulated insulin secretion test (GSIS) process, such as SLC2A2, GCK, KCNJ11, and ABCC8, show a decreased expression. 3. ER stress. Gene expressions linked with unfolded protein response (UPR) are increased. The expression levels of the mentioned genes are shown in the below and right heatmaps. The T2DM-related genes that undergo the same changes in T2DM patients and PIGinH11 pigs are shown in table (**D**).

**Figure 6:**
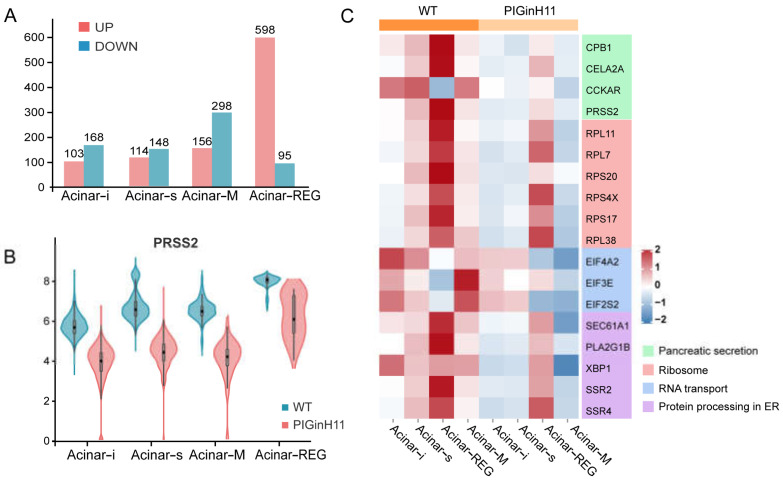

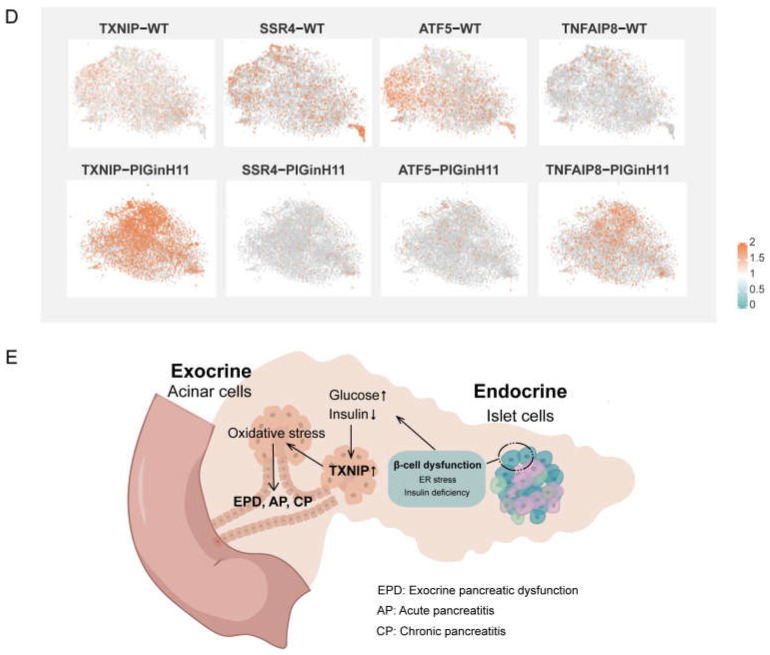
Functional alteration of acinar cells in PIGinH11 pigs. Histogram of the number of differential genes between subclusters of each acinar cell (**A**). Red indicates differential genes upregulated in PIGinH11 group. Blue indicates differential genes downregulated in PIGinH11 group. Violin plot of trypsinogen 2 (PRSS2) depicts the expression between the two groups of each acinar cell (**B**). Red indicates PIGinH11 pigs, and blue indicates WT pigs. Heat map of genes differing among distinct groups in acinar cells (**C**). Genes associated with ribosomes are in red, RNA transport is in blue, protein synthesis in the endoplasmic reticulum is in purple, and pancreatic secretion is in green. Expressions of key genes in acinar cells in both groups are shown in t-SNE map (**D**). The hypothesis model of how endocrine pancreas damage affects exocrine pancreas function (**E**). Beta cell dysfunction causes insulin to decrease and glucose to increase. Furthermore, it increases the mRNA levels of TXNIP in acinar cells. The high expression of TXNIP caused oxidative stress and resulted in cell damage. The cellular stress state is a prerequisite for many pancreatic diseases (EPD, AP, CP).

**Table 1:** Serum biochemical parameters.

Group	TC (mmol, L)	HDL-C (mmol, L)	Glucose (mmol, L)	Insulin (uIU, mL)	Glucagon (pg, mL)
**WT (*n* = 4)**	3.7 ± 0.30	2.3 ± 0.19	5.35 ± 0.49	62.8 ± 5.47	114.45 ± 19.09
**PIGinH11 (*n* = 4)**	2.4 ± 0.37	1.45 ± 0.24	6.56 ± 0.23	45.57 ± 4.27	148.29 ± 18.04
***p* value**	0.033	0.034	0.067	0.048	0.245

Data are mean ± SEM, statistical difference was determine using the Student’s *t*-test.

## Data Availability

The raw sequence data have been deposited in GEO under accession code GSE226141. The code used to analyze this dataset was upload to the Github repository https://github.com/apanhui/scRNA_analysis (accessed on 4 April 2023).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms24097701/s1.

# Supplementary material for: SnRNA-Seq of Pancreas Revealed the Dysfunction of Endocrine and Exocrine Cells in Transgenic Pigs with Prediabetes
**Source:** Int J Mol Sci. 2023 Apr 22;24(9):7701. doi: 10.3390/ijms24097701
**Supplement:** Supplementary file 1

## Supplementary Material

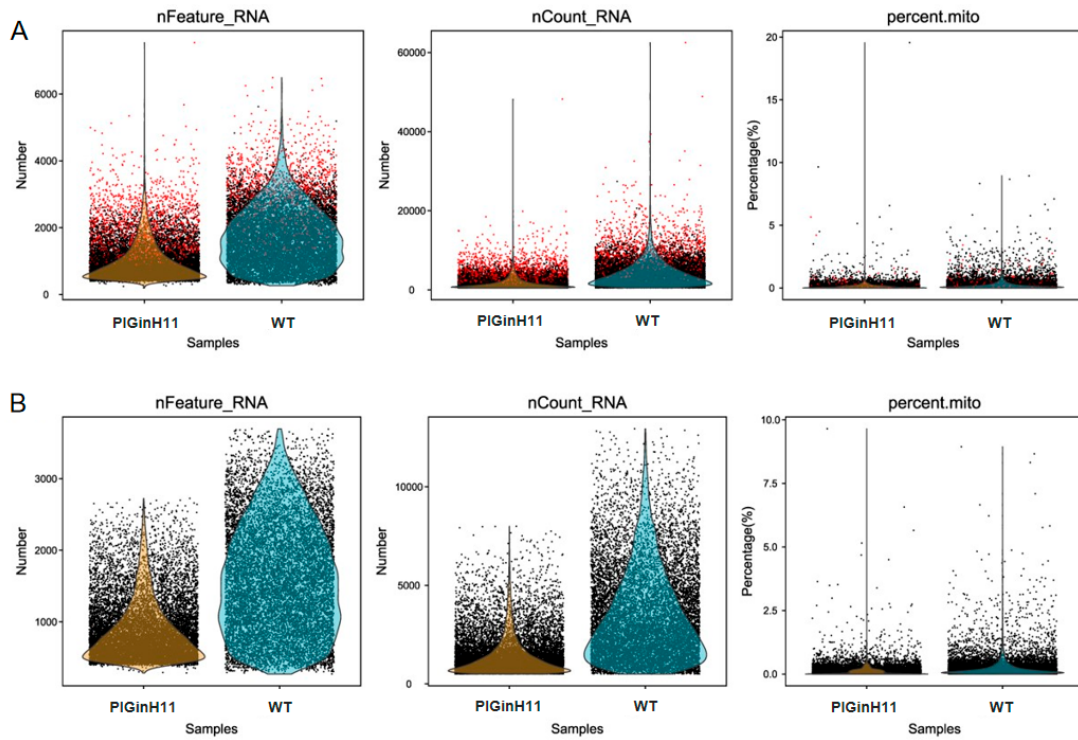

**Supplementary Figure S1. Data quality information (nUMI, nGene, percentage of mitochondria genes).** Basic information of each sample cell before (A) and after (B) quality control. Scattered dots in the figure represent a cell, red for multiple cells and black for single cells. nFeature\_RNA represents the number of genes per cell, nCount\_RNA represents the number of UMIs per cell, and nCount\_RNA represents the proportion of mitochondrial genes per cell.

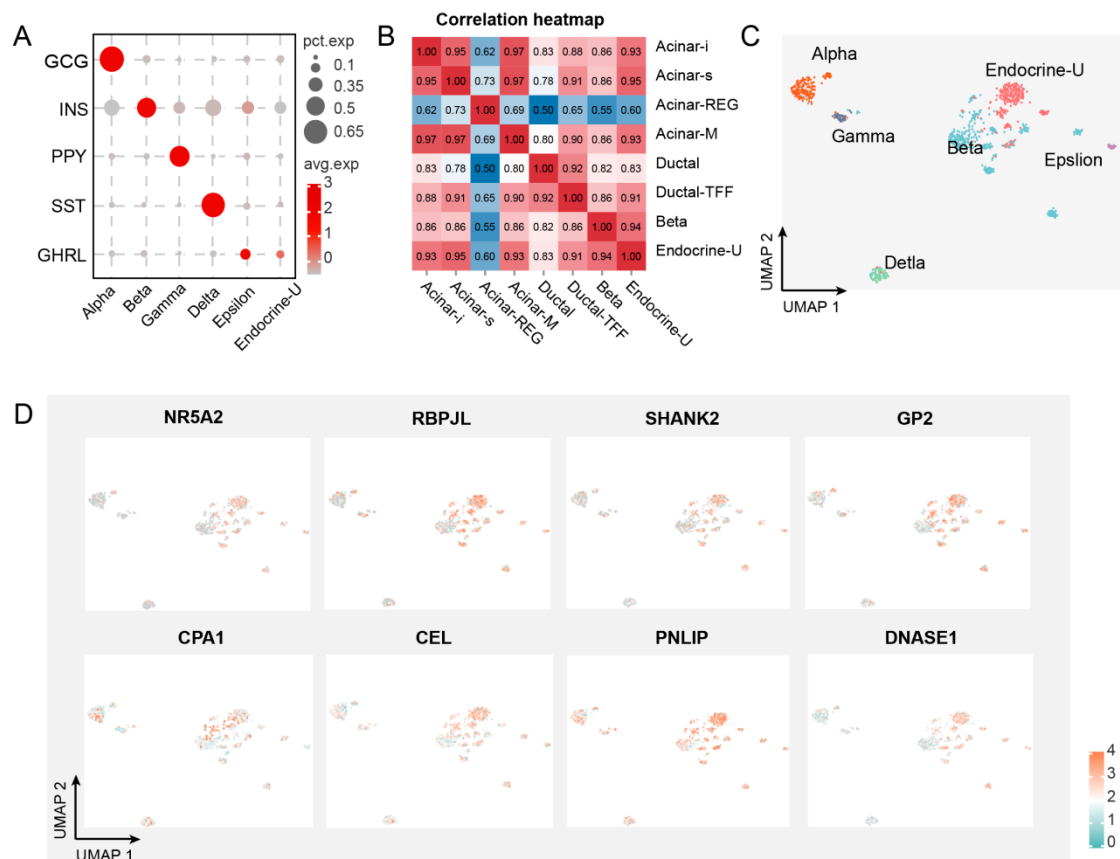

**Supplementary Figure S2. Data related to Endocrine-U cluster.** (A) Bubble plot of marker genes in endocrine cells. None of endocrine marker genes highly expression in the Endocrine-U cluster. (B) Correlation heatmap of each cell cluster (pearson). (C) The UMAP map of significantly increased genes in the Endocrine-U cluster.

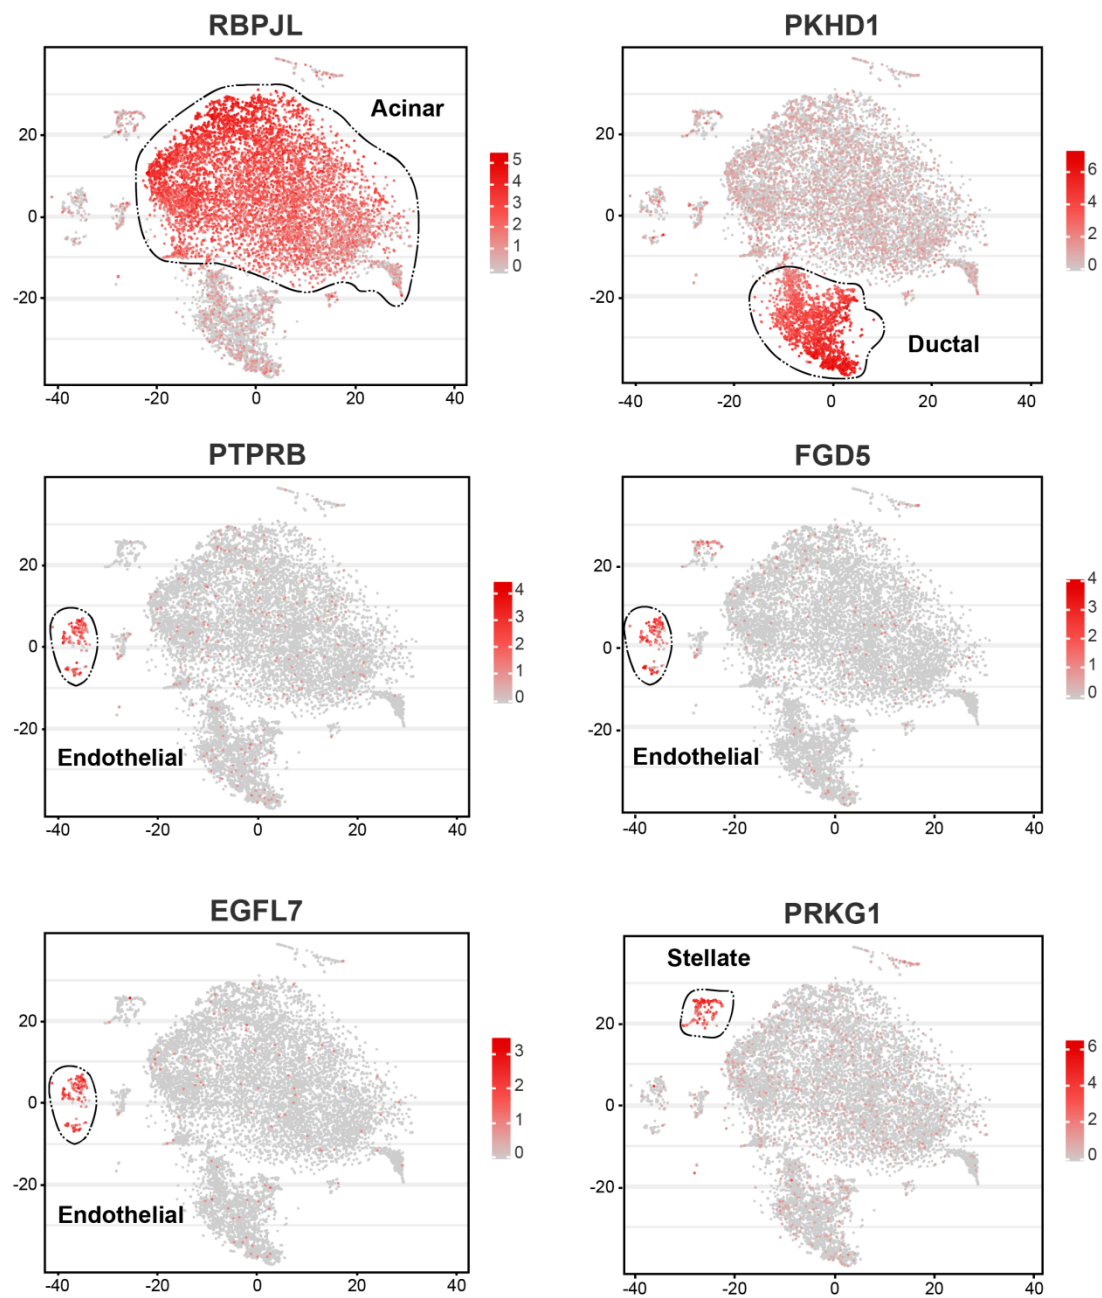

**Supplementary Figure S3. The t-SNE map of potential marker gene in each cell type.**

**Supplementary Table S1.** Data for quality control and genome alignment.

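Table S1 sets the sequencing beside the count matrices. A barcode stands for a droplet in which a nucleus was called, and its UMIs are the molecules counted in it. Each barcode in the matrices held at least 500 UMIs in both libraries, and the deepest held 62476 UMIs in the WT library and 48186 in the PIGinH11 library. At least 1 UMI was counted for 27278 genes in the WT library and for 27447 in the PIGinH11 library. The paper's reported shares of reads in exons are 32.0% for WT and 22.3% for PIGinH11, and in introns 45.9% and 50.2%. The paper's mean number of reads per barcode is 41136 for WT and 39999 for PIGinH11, so the libraries differed less in reads than in UMIs.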

| <b>Group</b>                                  | <b>WT</b> | <b>TG</b> |
|-----------------------------------------------|-----------|-----------|
| Estimated Number of Cells                     | 13,619    | 14,964    |
| Number of Cells After Filtration              | 12,133    | 13,250    |
| Fraction Reads in Cells                       | 73.00%    | 71.30%    |
| Mean Reads Per Cells                          | 41,136    | 39,999    |
| Median Genes Per Cells                        | 1,651     | 818       |
| Total Genes Detected                          | 27,278    | 27,447    |
| Median UMI Counts Per Cells                   | 3,216     | 1,181     |
| Reads Mapped Confidently to Genome            | 85.70%    | 82.50%    |
| Reads Mapped Confidently to Integenic Regions | 7.80%     | 10.00%    |
| Reads Mapped Confidently to Intronic Regions  | 45.90%    | 50.20%    |
| Reads Mapped Confidently to Exonic Regions    | 32.00%    | 22.30%    |
| Reads Mapped Confidently to Transcriptome     | 58.80%    | 52.30%    |

**Supplementary Table S2.** Marker genes used in cell annotation.

| <b>Cell type</b> | <b>Genes</b>     |
|------------------|------------------|
| Acinar           | PNLIP,CPA1,CPB1  |
| Ductal           | SCTR,CFTR,SCL4A4 |
| Endothelial      | CD36,VWF,FLT1    |
| Stellate         | PDGFRB,COL1A2    |
| Macrophage       | CD163,PTPRC      |
| Schwann          | CDH19,SCN7A      |
| Alpha            | GCG              |
| Beta             | INS              |
| Gamma            | PPY              |
| Delta            | SST              |
| Epsilon          | GHRL             |

**Supplementary Table S3.** Percentage of cell numbers of endocrine cells in pig

| <b>Cluster</b>     | <b>WT</b> | <b>PIGinH11</b> |
|--------------------|-----------|-----------------|
| <b>Alpha</b>       | 28.77%    | 12.31%          |
| <b>Beta</b>        | 49.82%    | 40.06%          |
| <b>Gamma</b>       | 2.46%     | 4.75%           |
| <b>Delta</b>       | 9.82%     | 5.93%           |
| <b>Epsilon</b>     | 0.70%     | 2.67%           |
| <b>Endocrine-U</b> | 8.42%     | 34.27%          |

**Supplementary Table S4.** Differential expression genes between TG and WT group in each cluster.

| <b>Cluster</b> | <b>Up-Genes</b> | <b>Down-Genes</b> | <b>Total-Genes</b> |
|----------------|-----------------|-------------------|--------------------|
| Acinar-i       | 103             | 168               | 271                |
| Acinar-s       | 114             | 148               | 262                |
| Acinar-REG     | 598             | 95                | 693                |
| Acinar-M       | 156             | 298               | 454                |
| Ductal         | 123             | 168               | 291                |
| Ductal-TFF     | 248             | 203               | 451                |
| Alpha          | 440             | 869               | 1309               |
| Beta           | 513             | 1008              | 1521               |
| Gamma          | 4               | 1024              | 1028               |
| Delta          | 79              | 815               | 894                |
| Endocrine-U    | 1032            | 2042              | 3074               |
| Endothelial    | 304             | 371               | 675                |
| Stellate       | 380             | 617               | 997                |
| Macrophage     | 108             | 270               | 378                |
| Schwann        | 215             | 465               | 680                |

Differential expression genes select criteria:  $|\log FC| > 1, p < 0.05$ .

How the deposited data were processed for this re-analysis (not part of the article)

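Single-nucleus RNA sequencing of the pancreas of 1 WT pig and 1 PIGinH11 pig was used, which is every library of the series. The authors made the deposited count matrices with Cell Ranger from reads aligned to Sscrofa11.1, as raw UMI counts per gene and barcode, with barcodes called by EmptyDrops and before doublet removal and filters. The paper's methods give Cell Ranger v3.1.0 and the file headers give v5.0.0. The matrices list 31908 genes, of which 15410 have no symbol, and 841 of these were named from the reference annotation. The identifiers that the matrices call by a symbol kept that symbol.

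The WT matrix had a median of 3216 UMIs per barcode and the PIGinH11 matrix 1181.5. Precision was given per value by exact 95% intervals, which were Clopper–Pearson for shares, Poisson for a UMI sum and conditional binomial for a ratio of UMI sums. A share of 0 or a sum of 0 is given with its upper limit.

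Barcodes with 270 to 3700 genes, fewer than 13000 UMIs and less than 10% mitochondrial UMIs were retained. The methods print 1300 for the UMI limit, and 13000 was used because Figure S1B shows nuclei retained up to this depth. DoubletFinder could not be run, so Scrublet scores (scanpy v1.11.5) were computed per library and the highest-scoring 0.8% for each 1000 barcodes were removed. UMIs were scaled to 10000 per nucleus and log-transformed, and 2000 variable genes were chosen per library, without 115 reported genes, 60 ribosomal protein genes and 13 mitochondrial genes. The first 30 principal components were corrected between the libraries with the Harmony algorithm, written in numpy (50 clusters, theta 2, sigma 0.1, lambda 1, at most 10 rounds). A shared-neighbour graph with 20 neighbours, without edges below 1/15, was clustered by Louvain at resolution 1 (igraph v0.11.9). The random seed was 0.

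Clusters of at least 20 nuclei were named when at least 3 markers of a class were found in at least 5% of its nuclei with a log2 fold of at least 1 over the clusters of other classes, and when its 10 leading genes held no more markers of another class than of its own. Shallow clusters, with a median depth below that of the library divided by 3 in each library, also needed a marker among these. In the second clusterings of endocrine-like and immune-like nuclei, clusters that acinar markers matched best stayed unnamed. The hormones and the markers of Table S2 were left out of the naming. Endocrine-like, immune-like, acinar-like and ductal-like nuclei were each clustered again. CUZD1, CYBB, AGBL4, PHGR1, CELA3B, AMY2, CTRB2, REG3A, REG3G, REG1A, PAP, MUC5B and MUC1 were not used, since no gene carried these symbols. PAGA was replaced by shares of nearest neighbours.

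For each class and library, UMIs were summed over nuclei and divided by all UMIs of the class (CPM), and the log2 ratio of PIGinH11 over WT was taken. Since each group has 1 library, no test between groups, no p-value and no number of changed genes is given. Intervals do not cover differences between animals, and those of UMI sums do not cover the spread between nuclei. Folds over other clusters and correlations between classes used an offset of 5 CPM. Shares of nuclei with a UMI were also computed with each nucleus thinned to 500 UMIs. Free RNA was estimated for INS as its level in acinar-like and ductal-like nuclei, and for the digestive enzymes as the UMIs per nucleus in endothelial-like and stellate-like nuclei.

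The genes reported are those that the paper names for a claim. Some genes are not reported here, and the lists, tallies and rankings are given without them. Beyond these, the closing section gives the 5 largest and the 5 smallest log2 ratios in acinar-like, ductal-like and beta-like nuclei among named genes with at least 100 UMIs in the class and at least 10 in each library. A list of 18 heat-shock and immediate-early genes was written to test stress of the tissue. The genes that the paper lists as lower or higher in beta cells, those it lists as lower in acinar cells, the ribosomal protein genes and the stress genes were compared with 10000 random lists matched on mean expression, with 0.5 UMIs added to each sum and genes with fewer than 10 UMIs left out.

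The alternatives were no doublet removal, double the doublet rate (1.6% for each 1000 barcodes), a UMI limit of 1300, a gene minimum of 500, no Harmony, Louvain resolution 2, all genes among the clustering genes, median-of-ratios scaling over genes with at least 20 UMIs in each library, a denominator without enzyme, ribosomal protein and mitochondrial genes, the mean over nuclei, nuclei thinned to 500 UMIs, subtraction of free RNA, and assignment of endocrine-like nuclei by hormone. Counting the enzyme-rich cluster as acinar-like was added after seeing the data.

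The steps from counts to ratios were tested on simulated data with 200 changed genes per class. The simulated counts were Poisson draws of the summed UMIs of a class, which is what the intervals assume. Spread between nuclei, free RNA and clustering were not simulated, so the coverage below checks the arithmetic and not the real precision. In acinar-like nuclei (19147 genes), 99.5% of changed genes had the simulated direction, 95.9% of intervals held the simulated ratio, and the median error was 0.10 on the log2 scale. In beta-like nuclei (6993 genes), these were 99%, 96.1% and 0.23. Pathways, human data, histology and serum values were not analysed here. Python v3.11.15, numpy v2.4.6, scipy v1.17.1, pandas v2.3.3, scikit-learn v1.9.0 and matplotlib v3.10.9 were used.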

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

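The tests in this part were chosen only after the results were seen, while the doublet settings and the gene minimum used with the mural-like and lymphocyte-like shares are alternatives set before the data were examined. The results below concern genes or classes that the paper does not discuss, and they lie above the limit that a count of 0 allows. Each rests on 1 library per group, and a biological difference between the pigs stays open and untested for all of them.

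COL11A2 in acinar-like nuclei had 11 UMIs in the WT library and 5598 in the PIGinH11 library (0.364 and 359 CPM), a log2 ratio of 9.94 (95% interval 9.10 to 10.95). Free RNA spread over all droplets is argued against, since COL11A2 rose by 358 CPM in acinar-like nuclei and by at most 60.7 CPM in the classes compared. These were ductal-like, alpha-like, beta-like, delta-like, endothelial-like and stellate-like nuclei. Endocrine cluster 2, which has COL11A2 among its leading genes, was not compared. A change of the whole chromosome segment, such as a gain of copies, is argued against by the neighbouring genes, of which RXRB had the largest log2 ratio, 0.93, followed by RING1 with 0.55, BRD2 with 0.28 and SLC39A7 with 0.27. A strain variant that keeps reads of the WT pig from being counted cannot be told apart from a change in expression, since the 17 WT UMIs over 7 classes are too few to decide.

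UGGT2 in ductal-like nuclei had 18 and 119 UMIs, a log2 ratio of 4.10 (3.38 to 4.90). Free RNA spread over all droplets of the PIGinH11 library cannot be told apart from a change of the ductal cells. The rise was 33.9 CPM in ductal-like nuclei, 34.6 CPM in beta-like, 24.9 CPM in acinar-like, 11 CPM in endothelial-like, 9.07 CPM in stellate-like, 8.88 CPM in alpha-like and 0.0871 CPM in delta-like nuclei. The smallest rises go against an even spread, but they rest on few UMIs (21 and 23 in alpha-like, 6 and 11 in delta-like and 10 and 25 in endothelial-like nuclei), as does the beta-like value (13 and 22).

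PDE10A in beta-like nuclei had 30 and 252 UMIs, a log2 ratio of 3.74 (3.19 to 4.33). Free RNA spread over all droplets is argued against, as the rise was 584 CPM in beta-like nuclei and at most 124 CPM, in endothelial-like nuclei, among the classes compared. These were acinar-like, ductal-like, alpha-like, delta-like, endothelial-like and stellate-like nuclei.

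Mural-like nuclei made up 0.321% of the WT and 0.648% of the PIGinH11 nuclei, a ratio of 2.02 (log2 interval 0.45 to 1.61). Lymphocyte-like nuclei made up 0.186% and 0.312%, a ratio of 1.68, with a log2 interval of −0.03 to 1.57 that includes 0. The filters and doublet removal, acting unequally on libraries of unequal depth, cannot be told apart from a difference in the tissue, since the nuclei are few. Without doublet removal, the ratio of the mural-like shares was 1.37, with a log2 interval of −0.14 to 1.07, and that of the lymphocyte-like shares was 1.81 (0.09 to 1.66). With the double doublet rate the ratios were 1.75 (0.15 to 1.48) and 1.64, with an interval that starts at −0.04 and includes 0, and with a gene minimum of 500 they were 1.69 (0.14 to 1.39) and 1.78 (0.06 to 1.63).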

How the results depend on the processing

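The tests of this part were set before the data were examined, except for the count of the enzyme-rich cluster as acinar-like, which was chosen only after the result was seen. No paired analysis was possible because each group has 1 library.

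Under the alternatives, the main results (nuclei retained, the acinar-like, endocrine-like and beta-like shares, INS, PRSS2, TXNIP and both tallies) gave 116 values. Of these, 79 stayed, which means within the 95% interval of the main setting or, for the nuclei retained and the tallies, which have no interval, within 1.5 times the main count, 37 moved, and none changed direction. The tally of beta genes was made over fewer genes with the UMI limit of 1300 (23) and with thinning (32) than in the main setting (33). The other results gave 769 values, of which 585 stayed, 171 moved and 13 changed direction, where a change of direction was counted only for ratios whose main interval excludes 0. In 46 further cases, a ratio whose main interval includes 0 changed sign, and these are among the values that stayed or moved. The numbers of moved values for each alternative below refer to the 769 values. The cause of each change was not tested. The ratio of CEL in the main setting was 0.01 (0.00 to 0.02). Median-of-ratios scaling and the changed denominator shift all genes of a class by the same amount, so the change of direction of CEL under them says nothing about CEL beyond its nearness to 0.

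The UMI limit of 1300 changed most, with 38 of 56 values moved and 7 reversed. It left 1888 WT and 7305 PIGinH11 nuclei, acinar-like shares of 80.6% and 71.1% and endocrine-like shares of 1.27% and 3.5%. Of the WT endocrine-like nuclei left, 41.7% were beta-like, so the beta-like ratios under this limit rest on few WT nuclei, and no intervals are given for them. The log2 ratio was −0.59 for INS, −3.17 for PRSS2 and 1.35 for TXNIP. Among the ratios whose main interval excludes 0, the direction reversed in beta-like nuclei for PDX1 (−0.03), SLC2A2 (0.13), CACNA1B (−0.32), CACNA1D (0.81), SLC7A8 (0.45) and GLIS3 (0.78), and in acinar-like nuclei for CEL (−0.06). Among the beta-like ratios whose main interval includes 0, the sign also changed for TTR (−1.46), SNAP25 (−1.27), CACNA1A (−0.62), ABCC8 (−0.05) and MEIS1 (−0.03).

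Without doublet removal, the acinar-like shares were 70% and 67.4%, the PIGinH11 endocrine-like share 3.76% and the INS ratio −0.84, and 5 of 70 values moved. With the double doublet rate, the WT acinar-like share was 69%, the PIGinH11 endocrine-like share 3.52%, the PIGinH11 beta-like share of endocrine-like nuclei 32.8% and the PRSS2 ratio −2.44, and 12 of 70 values moved. With a gene minimum of 500, the acinar-like shares were 72% and 70.7%, and 4 of 70 values moved. Without Harmony, the PIGinH11 acinar-like share was 71.8% and the endocrine-like share 3.68%, and 5 of 70 values moved. Louvain resolution 2 moved 2 of 70 values and all genes among the clustering genes moved 0, and neither moved a main result.

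Median-of-ratios scaling gave ratios of −0.83 for INS, −2.71 for PRSS2 and 0.92 for TXNIP and reversed CEL (−0.21), and 23 of 56 values moved. The denominator without enzyme, ribosomal protein and mitochondrial genes gave −2.52 for PRSS2 and 1.11 for TXNIP and reversed CEL (−0.03), and 7 of 56 moved. The mean over nuclei gave −0.60 for INS and −2.62 for PRSS2 and reversed CEL (−0.02), and 21 of 56 moved. Thinning to 500 UMIs gave −0.58 for INS, −2.63 for PRSS2 and 1.11 for TXNIP and reversed CEL (−0.03), and 31 of 55 moved. Of the ratios whose main interval includes 0, 8 changed sign with thinning, among them NFE2L2, GRB10 (0.63) and CACNA1E (0.62). Subtraction of free RNA gave −1.44 for PRSS2 and reversed PLA2G1B (0.01), and 6 of 8 moved. With endocrine-like nuclei assigned by hormone, the PIGinH11 beta-like share was 31.5%, and 4 of 38 values moved.

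With the enzyme-rich cluster counted as acinar-like, the acinar-like shares were 74.2% and 71%, the ratio was −2.84 for PRSS2 and 1.19 for TXNIP, CEL reversed (−0.06), and 13 of 24 values moved.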

Differences from the paper's values

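For the beta share of endocrine nuclei in the PIGinH11 library, the paper's value is 40.06% and the value here is 24.9%. The value differed by less than 1.5 times from the paper's without doublet removal (28.2%), with the double doublet rate (32.8%), with a gene minimum of 500 (28.4%), without Harmony (28.4%) and with nuclei assigned by hormone (31.5%), all set before the data were examined. It did not with the UMI limit of 1300 (21.9%), Louvain resolution 2 (24.7%) and all genes among the clustering genes (24.8%).

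For the delta share of endocrine nuclei in the PIGinH11 library, the paper's value is 5.93% and the value here is 11.8%. Of the alternatives set before the data were examined, only assignment by hormone came within 1.5 times (8.67%), and the others that gave a value lay between 11.2% and 15.5%.

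For INS in beta cells, the paper's value is 7 times higher expression in WT than in PIGinH11, and the value here is 1.66 times. None of the alternatives set before the data were examined closed the gap, with values between 1.49 and 1.79.

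Other statements of the paper differ from the values here. The paper lists the genes PDX1, CACNA1B, CACNA2D1, DGKB and RYR2 as lower in PIGinH11 beta cells, while their log2 ratios in beta-like nuclei were 0.78, 0.56, 0.42, 0.56 and 0.33; over the list compared, 19 of 33 genes moved in the stated direction (the intervals of 14 exclude 0, of which 9 lie in the stated direction), and of the 4 calcium channel genes 2 fell. Of the 8 genes it lists as higher in beta cells, 4 had a log2 ratio above 0, while ATF6 (−0.05), ICAM2 (−0.02), GRB10 (−0.42) and TMBIM6 (−0.44) did not, and the intervals of all 8 include 0. It states a fall of digestive enzymes, and 6 of 9 fell by CPM, while PNLIP (1.45), PNLIPRP1 (1.46) and CEL (0.01) did not. It describes epsilon cells with high GHRL, while 0 endocrine-like nuclei had at least 5 GHRL UMIs. It describes FGD5 as exclusive to endothelial cells, and FGD5 was at 77.3 and 173 CPM in Schwann-like nuclei of the WT and PIGinH11 libraries, from 12 and 14 UMIs, and at 795 and 833 CPM in endothelial-like nuclei.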

Other observations

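Of the tests in this part, those on cytoplasmic RNA, on the ribosomal protein genes, on endocrine cluster 2 by library, on TFF2 and on TXNIP were chosen only after the result was seen. A biological difference between the pigs stays open and untested for each pattern.

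PRSS2 fell in acinar-like nuclei. Free PRSS2 RNA in the WT droplets as the whole cause is argued against, since the log2 ratio after its subtraction was −1.44. Less cytoplasmic RNA in the PIGinH11 droplets as the whole cause stays open. PNLIPRP1 rose by a log2 ratio of 1.46, but it was picked from the enzymes that rose, so its rise cannot decide. Of the 9 enzymes, 6 fell by CPM. For INS in beta-like nuclei, free RNA as the whole cause is argued against, since the ratio after subtraction was −0.72. PNLIP rose in acinar-like nuclei, and the share of UMIs left free by falling transcripts is argued against as the cause, as the ratio was 1.41 with enzyme, ribosomal protein and mitochondrial genes left out of the denominator.

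The ribosomal protein genes fell in every class. Less cytoplasmic RNA in the droplets of the whole PIGinH11 library is consistent with the mitochondrial genes, whose highest log2 ratio over acinar-like, ductal-like, alpha-like, beta-like, endothelial-like and stellate-like nuclei, the 6 classes of the final naming with at least 50 nuclei in each library, was −1.37, in ductal-like nuclei. Over the wider groups it was −1.24 in all endocrine-like nuclei, −1.57 in all immune-like nuclei and −1.71 in the enzyme-rich cluster. A fall in the acinar cells alone, which free RNA of these cells would carry into other droplets, cannot be told apart from a fall in all classes. The ratio of the summed ribosomal protein genes was −1.06 in endothelial-like and −1.02 in stellate-like nuclei, and −0.73 in acinar-like nuclei. The fall was 3191 CPM (3017 to 3366) in endothelial-like, 2813 CPM (2586 to 3039) in stellate-like and 6661 CPM (6013 to 7310) in macrophage-like nuclei, more than the 2449 CPM (2408 to 2491) in acinar-like nuclei, and 1776 CPM in ductal-like and 1910 CPM in beta-like nuclei, less than that. With enzyme, ribosomal protein and mitochondrial genes left out of the denominator, the interval of the stellate-like fall (2809 to 3277) overlapped that of the acinar-like fall (2742 to 2830), while that of the endothelial-like fall (3246 to 3607) did not. What keeps it open is that neither the share of free RNA in the droplets of each library nor its content of ribosomal protein RNA is known; the enzyme-rich cluster had 29956 CPM of it in the WT library. The median ratio of 59 ribosomal protein genes in acinar-like nuclei was −0.72, below the medians of all 10000 random lists. The genes that the paper lists as lower in acinar cells had medians of −0.95 in endothelial-like and −1.31 in stellate-like nuclei, also below those of all random lists.

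ATF5 and HSP70.2 fell in acinar-like nuclei. Stress of the WT tissue before or during nuclei isolation is consistent with the list of 18 stress genes, whose median was lower in the PIGinH11 library in each of 4 classes and highest, at −0.61, in ductal-like nuclei. The median was −1.14 in acinar-like nuclei, where 16 of 18 genes fell, below the medians of all random lists, −0.63 in endothelial-like and −0.72 in stellate-like nuclei. In beta-like nuclei, it was −0.25 over 9 genes, and in alpha-like nuclei −0.66 over 8 genes. Some listed genes rose. In ductal-like nuclei 11 of 14 genes fell and JUN rose most, with 1.33. In endothelial-like nuclei 12 of 14 fell and FOSB rose most, with 5.03, and in stellate-like nuclei 10 of 12 fell.

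UMIs of acinar genes were found in endocrine clusters 2 and 5. Droplets that hold an acinar and an endocrine nucleus may contribute, since without doublet removal 24.1% of the PIGinH11 nuclei and 39.7% of the WT nuclei in such clusters were called doublets, compared with 6.78% and 4.4% of the nuclei of named endocrine classes. For cluster 2 in the PIGinH11 library, free acinar RNA as the whole cause is argued against, as RBPJL reached 1480 CPM (1274 to 1709), compared with 321 CPM in endothelial-like and stellate-like nuclei, or 840 CPM if free RNA gave each nucleus of the cluster as many UMIs as theirs. For cluster 2 in the WT library, free acinar RNA cannot be told apart from expression, as RBPJL was at 125 CPM, compared with 138 CPM, and its 9 UMIs are too few to decide. For cluster 5, free acinar RNA as the whole cause is argued against, as RBPJL reached 2429 and 1072 CPM.

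Whether TFF2 in ductal-like nuclei is free acinar RNA as a whole cannot be told, since the TFF2 content of free RNA relative to PRSS2 was not measured. TFF2 per PRSS2 UMI was higher there than in endothelial-like and stellate-like nuclei together. The log2 ratio was 0.14 (95% interval 0.02 to 0.26) in the WT library and 0.48 (0.16 to 0.82) in the PIGinH11 library. For each 1000 PRSS2 UMIs, ductal-like nuclei had 19.2 and 51.7 TFF2 UMIs. The intervals of stellate-like nuclei (15.9 to 20 and 29.4 to 58.1) include these values, and those of endothelial-like nuclei (15.4 to 18.8 and 27.1 to 44.1) do not.

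TXNIP rose in acinar-like nuclei. Free RNA spread over all droplets is argued against, since the rise was 462 CPM in acinar-like nuclei and at most 75.8 CPM in the classes listed below. A change of the acinar cells alone cannot be told apart from a change in further classes, since the share of the acinar rise seen in another class also varied for PNLIPRP1, an enzyme gene that sets no firm bound for free RNA. The rise of TXNIP was 15% of the acinar rise in ductal-like, 15.5% in alpha-like, 16.4% in beta-like, 15.3% in endothelial-like, 4.02% in delta-like and −19.5% in stellate-like nuclei, and that of PNLIPRP1 was 10.6%, 8.17%, 2.5%, 14.5%, 13.5% and 14.2%. The beta-like value of TXNIP rests on 17 and 41 UMIs.

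The identifier that the matrices call ICAM2 counts ERN1 by the names of the reference. Its level in the PIGinH11 library was 273 CPM in acinar-like and 62 CPM in endothelial-like nuclei. These levels alone do not tell which of the 2 genes is counted.

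By the rule for further genes, 10757 genes in acinar-like nuclei met the minimum, and the largest log2 ratios after COL11A2 were those of TNNT1 (6.17), MPPED1 (5.89), GSDMD (5.63) and PCBP3 (5.22). The smallest were those of HSP70.2 (−6.26; 841 and 11 CPM), RDH16 (−5.90), DIO1 (−4.46), BMX (−4.25) and DUSP5 (−4.24). In ductal-like nuclei (8322 genes), they were PLCL1 (3.74), AGBL1 (3.44) and AUTS2 (2.94) besides UGGT2, and HSP70.2 (−4.20), DIO1 (−3.54), PRSS2 (−3.32), CELA2A (−2.99) and KLK1 (−2.84). In beta-like nuclei (2045 genes), they were PDGFD (2.71), FHOD3 (2.48), PCDH7 (1.93) and SIPA1L2 (1.74) after PDE10A, and PRSS2 (−4.22), CELA2A (−3.76), MT1X (−3.23), TFF2 (−3.00) and CTRC (−2.96).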
